# Single cell transcriptomics reveal trans-differentiation of pancreatic beta cells following inactivation of the TFIID subunit Taf4

**DOI:** 10.1038/s41419-021-04067-y

**Published:** 2021-08-12

**Authors:** Thomas Kleiber, Guillaume Davidson, Gabrielle Mengus, Igor Martianov, Irwin Davidson

**Keywords:** Transcriptomics, Endocrinology

## Abstract

Regulation of gene expression involves a complex and dynamic dialogue between transcription factors, chromatin remodelling and modification complexes and the basal transcription machinery. To address the function of the Taf4 subunit of general transcription factor TFIID in the regulation of insulin signalling, it was inactivated in adult murine pancreatic beta cells. Taf4 inactivation impacted the expression of critical genes involved in beta-cell function leading to increased glycaemia, lowered plasma insulin levels and defective glucose-stimulated insulin secretion. One week after Taf4-loss, single-cell RNA-seq revealed cells with mixed beta cell, alpha and/or delta cell identities as well as a beta cell population trans-differentiating into alpha-like cells. Computational analysis of single-cell RNA-seq defines how known critical beta cell and alpha cell determinants may act in combination with additional transcription factors and the NuRF chromatin remodelling complex to promote beta cell trans-differentiation.

## Introduction

Pancreatic Langerhans islets comprise multiple hormone-secreting cell types that cooperate to regulate glucose homeostasis in the organism. Plasticity and trans-differentiation between endocrine cell populations have been described in diabetes, genetically modified mice and after various pathological or chemical treatments [1–6]. Alpha cells have a plastic epigenetic state with many loci showing bivalent chromatin modifications [7] and can be converted to beta-like insulin-secreting cells by overexpression of beta cell-determining factors [8] or loss of Arx and Dnmt1 [9]. In type 2 diabetes, hyperglycaemia may induce beta-cell dedifferentiation through reversion to a Ngn3-expressing precursor state [1, 10–13]. However, with some exceptions [9, 14, 15], the transcriptional mechanisms underlying changes in cell identity are not fully understood.

Regulation of gene expression requires a dynamic dialogue between transcription factors binding cis-regulatory elements, chromatin remodelling and modification complexes and the basal transcription machinery [16–20]. Basal transcription factor TFIID comprising the TATA-box binding protein (TBP) and 13–14 TBP-associated factors (TAFs) plays a critical role in this communication and in pre-initiation complex (PIC) formation [21, 22]. TFIID is organised in three lobes A–C [22–24]. The histone-like TAF4-TAF12 heterodimer is crucial for the structural integrity of lobes A and B [25, 26]. In lobe B, the conserved TAF4 C-terminal domain contacts promoter DNA and the TFIIA-TBP module suggesting they promote TBP DNA binding and fix the distance between the TBP binding and the transcription start sites.

Genetic Taf4 inactivation in mouse leads to specific effects on gene expression that may in part be explained by redundancy with its paralog TAF4B that maintains TFIID integrity in absence of TAF4 [27, 28]. We used somatic inactivation to address Taf4 function in the embryonic and adult epidermis or neonatal hepatocytes [26, 27, 29–31] and germline inactivation to address its role during embryogenesis [28]. In each biological context, Taf4 regulated specific gene expression programs and functions, in particular in advanced stages of embryonic tissue differentiation.

We used Insulin-Cre-ER^T2^ transgenics to inactivate Taf4 in murine adult beta cells showing that it regulates an extensive gene expression program including critical components of the insulin signalling pathway. Taf4 loss also impacts beta cell identity and computational analysis of single-cell transcriptomics data defined how known beta and alpha cell determinants may act in combination with additional transcription factors and the NuRF chromatin remodelling complex to promote beta-cell trans-differentiation into alpha-like glucagon-expressing cells.

## Materials and methods

### Genetically engineered mice

Mice with the floxed Taf4 alleles as previously described [27] were crossed with previously described [32] *Ins*-Cre-ER^T2^ transgenics and Taf4 inactivated by subcutaneous injection 1 time per day for 3 days with 5 μl of Tamoxifen diluted in oil (final concentration 10 mg/ml). Fasting blood glucose and insulin levels were measured over a period of 20 weeks with one measurement per week on the same day at the same time. Glycaemia was measured using a glucometer and insulin levels using the Milliplex Map Kit (Mouse Metabolic Magnetic Bead Panel. MMHMAG-44K, Millipore). To assess glucose tolerance, mice were fasted for 12 hours before the first glucose measure and then injection of 100 μl of glucose solution (t= 0, 2 g of glucose/ kg mouse weight). Insulin levels were monitored in blood samples taken over a 30-min period starting 5 min before the glucose injection. The analysed cohort comprised animals from 6 litters generated by independent sets of Tam injections over a period of more than 1 year. All animals were at the same age at the time of Tam injection. Littermates of these animals were sacrificed for the histology and RNA-seq experiments. In total, more than 7 litters (more than 60 individual mice) from independent crosses were used in this study. Animals with the correct genotypes were randomly chosen from each litter for all types of experiments. No animals were excluded from experimentation unless they were evidently in poor health.

All animal experiments were performed in accordance with European and national guidelines and policies (2010/63/UE directive and French decree 2013–118) and with approval of the National Ethics Committee.

### Immunostaining

Pancreas were dissected and fixed overnight in 4% paraformaldehyde, washed with PBS, dehydrated, paraffin embedded, and sectioned at 5 μm. For antigen retrieval, the sections were boiled for 20 min in 10 mM of sodium citrate buffer. Sections were permeabilized with 3 × 5 min 0.1% Triton in PBS, blocked for 1 h in 5% Neutral Goat Serum (NGS) in PBS, and incubated overnight in 5% NGS with primary antibodies: mouse anti-Glucagon [K79bB10] (Abcam, ab10988), Guinea Pig anti-Insulin (Dako IR00261-2) and mouse anti-TAF4 (TAF II p135) (Santa Cruz (sc-136093). Sections were washed 3 × 5 min 0.1% Triton in PBS, and incubated with secondary antibodies: Goat anti-Guinea pig IgG H&L Alexa Fluor® 647 (Abcam ab150187) and Goat anti-Mouse IgG H&L Alexa Fluor® 488 (Abcam ab150117) for 2 h. Sections were subsequently incubated with 1/2000 Hoechst nuclear stain for 10 min, washed 3 × 5 min in PBS, dried, and mounted with Vectashild. For Taf4 and Gcg co-staining the guinea pig anti-Gcg antibody (LINCO, 4031-01 F) was used after 20 min of epitope retrieval. For GFP and Gcg co-staining, frozen cryostat sections were used without epitope retrieval. Gcg was detected with mouse anti-Glucagon [K79bB10] (Abcam ab10988) and chicken anti-mouse IgG Alexa Fluor® 647 (Thermo Scientific, # A-21463).

### Isolation of intraductal Langerhans islets

Anesthetized mice (40 μL ketamine (100 mg/mL) + 24 μL xylazine (20 mg/mL) + 160 μL NaCl intraperitoneal injection per mouse) were injected in the pancreas with 4 ml of collagenase solution (7 ml HBSS, 70 μL HEPES (10 μM) (Gibco), 16,5 μL DNAse (10 mg/mL) (sigma DN5), 14 mg collagenase (2 mg/mL) (sigma Type V), and for isolation of RNA 2.3 μL of RNAsine (40U/μL). The pancreas was dissected and placed a tube containing 2 ml collagenase solution and incubated at 37 min at 38 °C before stopping with 30 mL Quenching Buffer (QB; 122 mL HBSS + 2.9 mL HEPES (25 μM) + 0.6 g BSA (0.5%) and 2 cycles of centrifugation at 1200 rpm for 2 min at 4 °C. The pellet was suspended in 10 ml of Histopaque 1100 (5 ml histopaque 1077; Sigma 10771 and 6 ml histopaque 1119; Sigma 11191), centrifuged for 20 min at 1500 rpm at 4 °C and the pellet washed two times with QB. The supernatant was discarded and pelleted islets transferred to a bacterial culture dish to be collected by pipetting. Purified islets were then cultured for 24 h in RPMI1640 (HEPES 25 mM) + final 2 mM L-glutamine (Gibco 11875-093) + 10% FCS 95 + 1% Penicillin/Streptomycin. Intracellular ATP concentration was measured with the Luminescent ATP Detection Assay Kit (ab113849) on purified islets that were further dissociated to obtain a single-cell population and sorted by flow cytometry to normalize the numbers of cells used on a LSRII Fortessa (BD Biosciences).

### Bulk RNA-seq from isolated islets

RNA was extracted from islets from 2 mice per genotype for each biological replicate with Nucleospin RNA plus XS (Macherey-Nagel). Complementary DNA was generated and linearly amplified from 3 ng total RNA using the Ovation RNA-seq V2 system (NuGEN technologies Inc., Leek, The Netherlands), according to the manufacturer’s instructions. The amplified cDNA was then purified using Agencourt AMPure XP beads (Beckman-Coulter, Villepinte, France) in a 1.8:1 bead to sample ratio and fragmented by sonication using a Covaris E220 instrument (with duty cycle: 10%, maximum incident power: 175 watts and cycles/burst: 200 for 120 s). The RNA-seq libraries were generated from 100 ng fragmented cDNA using the Ovation Ultralow v2 library system (NuGEN technologies Inc., Leek, The Netherlands) according to the manufacturer’s instructions, with only 6 PCR cycles for library amplification. The final libraries were verified for quality and quantified using capillary electrophoresis before sequencing on an Illumina Hi-Seq4000. and Reads were preprocessed using cutadapt version 1.10 in order to remove adapter and low-quality sequences (Phred quality score below 20). After this preprocessing, reads shorter than 40 bases were discarded. Reads were mapped to rRNA sequences using bowtie version 2.2.8, and reads mapping to rRNA sequences were removed. Reads were mapped onto the mm9 assembly of Mus musculus genome using STAR version 2.5.3a. Gene expression quantification was performed from uniquely aligned reads using htseq-count version 0.6.1p1, with annotations from Ensembl version 67 and “union” mode. Only non-ambiguously assigned reads were retained. Read counts were normalized across samples with the median-of-ratios method [33]. Comparisons of interest were performed using the Wald test for differential expression [34] and implemented in the Bioconductor package DESeq2 version 1.16.1. Genes with high Cook’s distance were filtered out and independent filtering based on the mean of normalized counts was performed. *P*-values were adjusted for multiple testing using the Benjamini and Hochberg method [3]. Heatmaps were generated with R-package pheatmap v1.0.12. Deregulated genes were defined as genes with log2(fold change) >1 or <−1 and adjusted *p*-value < 0.05. Gene ontology analyses were performed using GSEA (https://www.gsea-msigdb.org/gsea/index.jsp) or David (https://david-d.ncifcrf.gov/).

### ATAC-seq from isolated islets

ATAC-seq was performed from 20,000 cells from isolated islets. Sequenced reads were mapped to the mouse genome assembly mm9 using Bowtie [35] with the following arguments: “-m 1 --strata --best -y -S -l 40 -p 2”.

After sequencing, peak detection was performed using the Malpha cellS software [36] v2.1.1.20160309. Peaks were annotated with Homer(http://homer.salk.edu/homer/ngs/annotation.html) using the GTF from ENSEMBL v67. Peak intersections were computed using Bedtools [37] Global Clustering was done using seqMINER [38]. In silico footprinting signatures were calculated using TOBIAS [39] (v0.5.1; https://github.com/loosolab/TOBIAS/), differential footprinting scores were plotted with R-package ggplot2 (https://ggplot2.tidyverse.org.).

### Single-cell RNA-seq from dissociated islets

After islet dissociation, further dissociation was performed with Accutase (A6964, Sigma) at 27 °C for 5 min and the cells were suspended in culture medium. Cells were then sorted by flow cytometry to select only live cells. 

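Sex-linked transcripts were counted as unique molecular identifiers (UMIs) and given as CPM, the gene's share of all UMIs of the library, with exact Poisson 95% intervals in parentheses that cover counting error only. *Xist*, the RNA of X inactivation, lies on chromosome X from 103460373 to 103483233 in GRCm38.p6 (mm10). The WT library held 17357 *Xist* UMIs, 891 CPM (878 to 905), spread over 8522 cells. None of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had a UMI in the WT library, which allows a level of up to 0.154 CPM for each. *Ddx3y* lies on chromosome Y from 1260715 to 1286628. In the mutant library taken 1 week after Taf4 inactivation *Ddx3y* had 1488 UMIs, 64.3 CPM (61.1 to 67.7), and *Xist* had 17 UMIs. The library taken at 5 weeks held 1349 *Ddx3y* UMIs, 34.2 CPM (32.4 to 36.1), and 11 *Xist* UMIs.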

Three hundred islets from a male WT mouse and 300 islets pooled from two male mutant mice 1 week or 5 weeks after Taf4 inactivation were used for scRNA-seq. Cell capture was performed using 10X Genomics Chromium Analyzer. After sequencing, raw reads were processed using CellRanger (v 3.1) to align on the mm10 mouse genome, remove unexpressed genes and quantify barcodes and UMIs. Data were then analysed in R (v3.6.3). 

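Scrublet, which scores each cell against doublets simulated from the library, was run as implemented in scanpy with an expected doublet share of 8%. At its automatic threshold it marked 0 cells of the WT library, 3 cells of the 1-week mutant library and 0 cells of the 5-week mutant library.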

For the WT sample only, potential doublets were removed by manually filtering out cells expressing high levels of Ins1 + Gcg, Ins1 + Sst or Gcg + Sst and then by running R-package DoubletFinder [40]. The WT sample was down-scaled to 12,000 cells before aggregation with Taf4^b−/−^ 5-week sample and analysed using Seurat v3.1.4 [41] following the guided clustering tutorial vignette. Samples were first aggregated with the “CellRanger aggr” and then normalized and scaled together in Seurat. 

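No WT cell in the deposited count table had more than 1500 detected genes, and the highest share of UMIs from mitochondrial genes in a WT cell was 14.9%. In the 5-week mutant table 994 cells had more than 1500 detected genes. Limits of 200 and 1500 detected genes and of 15% mitochondrial UMIs left 1004 cells of the 1-week library (43.7% of its barcodes) and 10235 cells of the 5-week library (91.1%), and every WT cell.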

Only cells with feature count ranging from 200 to 1500 and with percentage of mitochondrial reads <15% were kept for the analysis. Counts are normalized with the “LogNormalize” method and data are scaled to remove unwanted sources of variation. Clustering was done on most variable features using 12 PCs and a resolution of 0.8. Regulome analyses were performed using the SCENIC v1.1.2.2 package.

## Results

### Inactivation of Taf4 in adult pancreatic beta cells

To inactivate Taf4 selectively in adult pancreatic beta cells, mice with floxed Taf4 alleles [26, 27] were crossed with an *Ins1*::Cre-ER^T2^ transgenic driver [32] to generate *Ins1*::Cre-ER^T2^::*Taf4*^lox/lox^ or *Taf4*^+/+^ animals. At 11–13 weeks of age, animals of each genotype were injected with Tamoxifen (Tam) on 3 consecutive days to generate *Taf4*^b−/−^ mice lacking Taf4 in beta cells and control *Taf4*^+/+^ animals maintaining Taf4 expression. Islet immunostaining revealed Taf4 loss 1 week after injection in *Taf4*^b−/−^ animals, whereas it was clearly visible in Tam injected *Ins1*::Cre-ER^T2^::*Taf4*^+/+^ controls (Fig. 1A). No Taf4 was detected in *Taf4*^b-/-^ animals 3 and 10 weeks after Tam injection, but it reappeared in a sub-population of beta cells after 34 weeks (Fig. 1A and B and Supplementary Fig. 1A). After 55 weeks, islets comprised Taf4-expressing and non-expressing beta cells with insulin staining being more intense in Taf4-expressing beta cells.

**Fig. 1:**
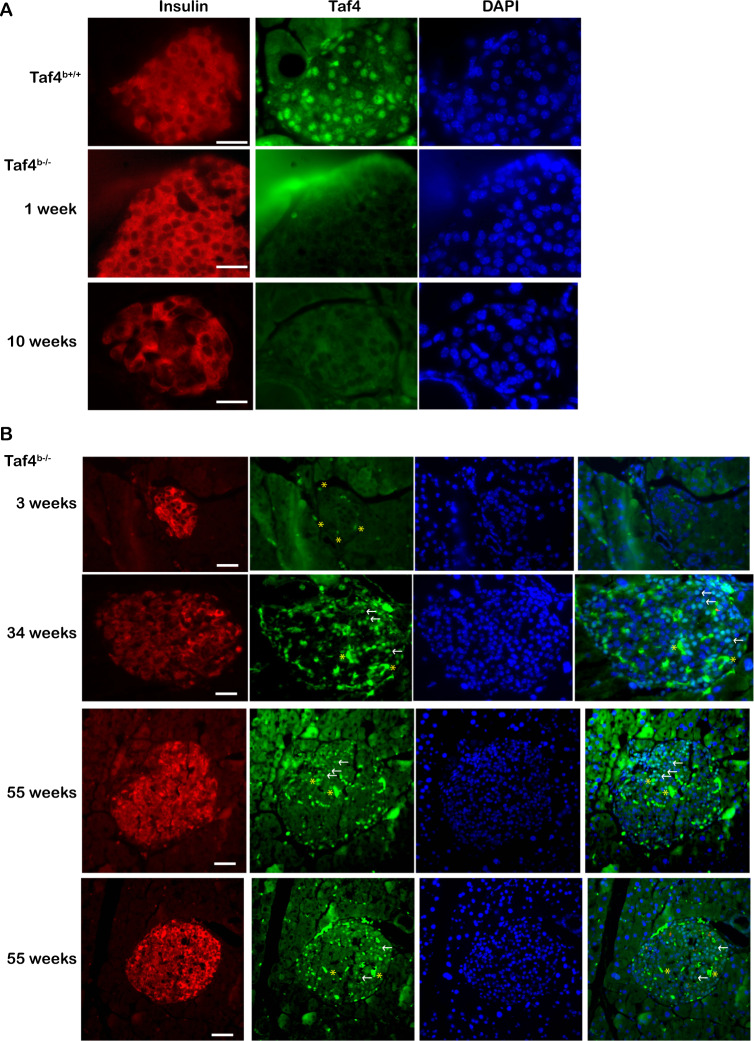
Inactivation of Taf4 in beta cells. **A** Immunostaining of Langerhans islets from mice with the indicated genotypes for Taf4 or insulin as indicated. The number of weeks after Tam injection are indicated. **B** Immunostaining of Langerhans islets as above but with the addition of the Taf4-DAPI merge. Representative Taf4-positive nuclei at 34 and 55 weeks are indicated by arrows, not to be confounded with the stronger non-specific staining indicated by *. Scale bar = 100 μM.

Loss of Taf4 in all islet cells was inconsistent with the use of the *Ins1*::Cre-ER^T2^ transgenic driver as its expression should persist in alpha cells. As antigen retrieval treatment necessary for Taf4 staining may result in loss of peripheral alpha cells, we used frozen islet sections. Upon Taf4 and Gcg co-staining, nuclear Taf4 was seen in *Taf4*^+/+^ beta cells and co-staining with Gcg in peripheral alpha cells (Supplementary Fig. 1B). Taf4 expression persisted in *Taf4*^b−/−^ Gcg-expressing cells, but was lost from the beta cells showing selective Taf4 inactivation in beta cells.

### Defective glucose-stimulated insulin secretion upon Taf4 inactivation

We examined different physiological parameters over 20 weeks following Taf4 inactivation. Compared to *Taf4*^+/+^ littermates, *Taf4*^b−/−^ animals showed progressive reduction in body weight (Fig. 2A). Fasting blood glucose levels in otherwise ad libitum-fed mice indicated a potent increase in glycaemia after 3 weeks (Fig. 2B) that persisted over 20 weeks, although levels were mildly but significantly reduced after 10 weeks. Plasma insulin levels were also reduced between weeks 1–10, but recovered to those of *Taf4*^+/+^ animals at later times (Fig. 2C). Islet ATP levels strongly decreased after 3 weeks in the *Taf4*^b−/−^ animals, followed by progressive recovery between 11 and 24 weeks (Fig. 2D). Loss of Taf4 therefore resulted in increased glycaemia and lowered plasma insulin that were partially restored after 10 weeks. As a result, *Taf4*^b−/−^ animals did not show total loss of beta-cell function and no premature death was seen with only rare Taf4-expressing or mutant mice dying over 14 months of surveillance.

**Fig. 2:**
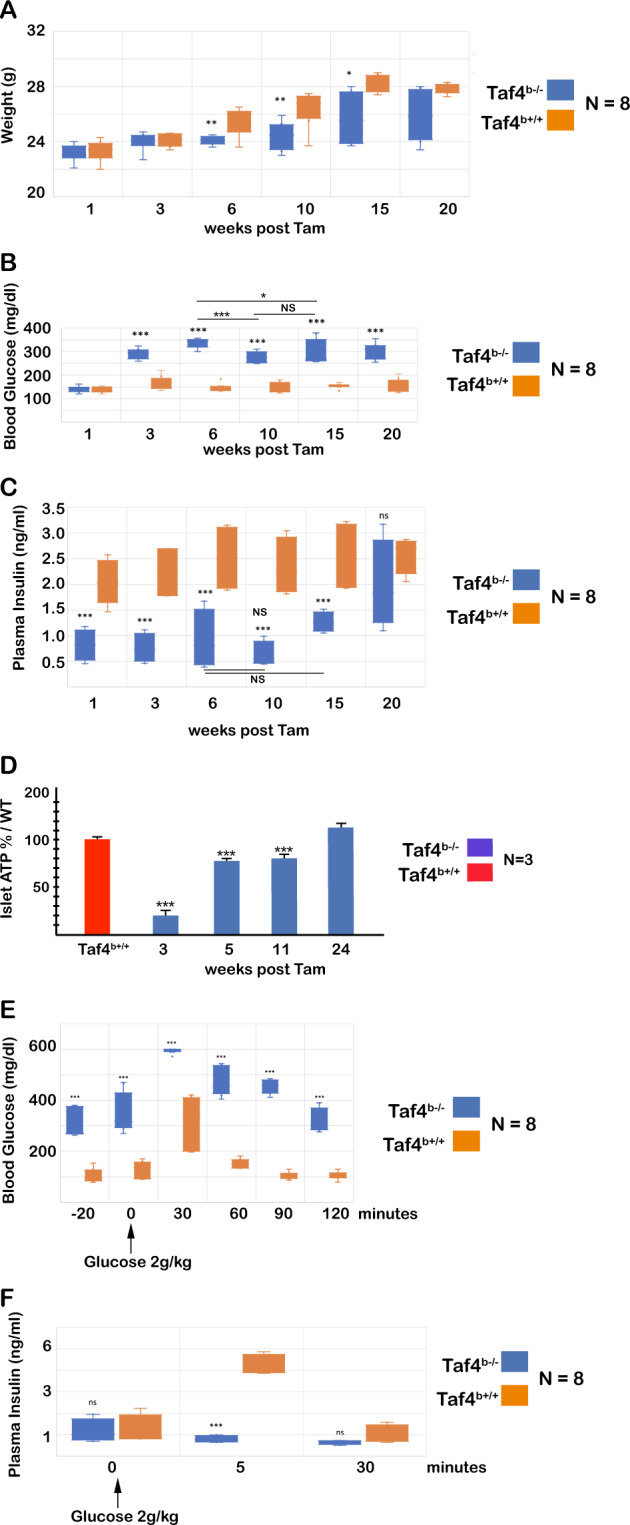
Physiological parameters of *Taf4*^*b−/−*^ animals. **A** Weight of *Taf4*^*b*+/+^ and *Taf4*^*b−/−*^ animals at the indicated number of weeks following Tam injection. **B**, **C** Blood glucose and insulin levels of *Taf4*^*b*+/+^ and *Taf4*^*b−/−*^ animals at the indicated number of weeks following Tam injection. The * above the bars indicate the significant difference between *Taf4*^*b*+/+^ and *Taf4*^*b−/−*^ animals at each time point, whereas * and NS above/below the lines indicate significant or non-significant differences between the *Taf4*^*b−/−*^ values at the indicated times. **D** ATP content of isolated islets from control animals or from *Taf4*^*b−/−*^ animals at the indicated number of weeks following Tam injection. Values are expressed as a % of the *Taf4*^*b*+/+^ values at each time point taken as 100%. **E** Blood glucose levels at the indicated times following injection of glucose in control and *Taf4*^*b−/−*^ animals. Mice at 14 weeks were injected with Tam and glucose administered 3 weeks following Tam treatment. **F** Plasma insulin levels from the same protocol. *T*-test with two-tailed *P*-value analyses and confidence interval 95% were performed by Prism 5. *P*-values: *p < 0.05; **p < 0.01; ***p < 0.001. Data are mean ± SD from *N* = 8 or *N* = 3 as indicated.

Taf4 loss further led to defective glucose-stimulated insulin secretion (GSIS). Fasting *Taf4*^b−/−^ animals and their *Taf4*^+/+^ littermates 3 weeks after Tam injection were injected with glucose and the resulting plasma glycaemia and insulin levels were monitored. Before injection, the *Taf4*^b−/−^ animals showed elevated glycaemia that was further increased 30 min after glucose administration (Fig. 2E) and persisted over 90 min returning to basal values by 120 min. In contrast, their *Taf4*^+/+^ littermates showed a lower increase in glycaemia that returned to basal values after 90 min. Analogous results were seen using animals 2 and 4 weeks after Tam injection (data not shown). Similarly, glucose administration in *Taf4*^b−/−^ animals failed to increase plasma insulin levels as seen in *Taf4*^+/+^ animals (Fig. 2F).

### Taf4 regulated gene expression programs in beta cells

We performed RNA-seq from *Taf4*^+/+^ islets and from *Taf4*^b−/−^ islets 1, 3 and 5 weeks after Tam injection (Fig. 3A, B and Supplementary Dataset 1). At 1 week, around 1000 genes were up-or down-regulated (Fig. 3A and Supplementary 2A, B). At 3 and 5 weeks, the number of de-regulated genes strongly increased (Fig. 3A and Supplementary 2A, B). More than 300 genes were downregulated under all conditions. At 1 week, genes critical for beta-cell function such as *Slc2a2*, *Trpm5*, *Ins1* or involved in calcium signalling and cell contact were downregulated (Supplementary Fig. 2C). Upregulated genes were strongly enriched in inflammatory/stress response including numerous chemokines and *Reg3a*, *Reg3b* and *Reg3g* (Supplementary Fig. 2C) as well as in oxidative phosphorylation, DNA metabolism and general transcription factors (Fig. 3A and Supplementary Dataset 1). Expression of the alpha and delta cell markers *Gcg* and *Sst* was also rapidly upregulated and then attenuated with time (Supplementary Fig. 2C).

**Fig. 3:**
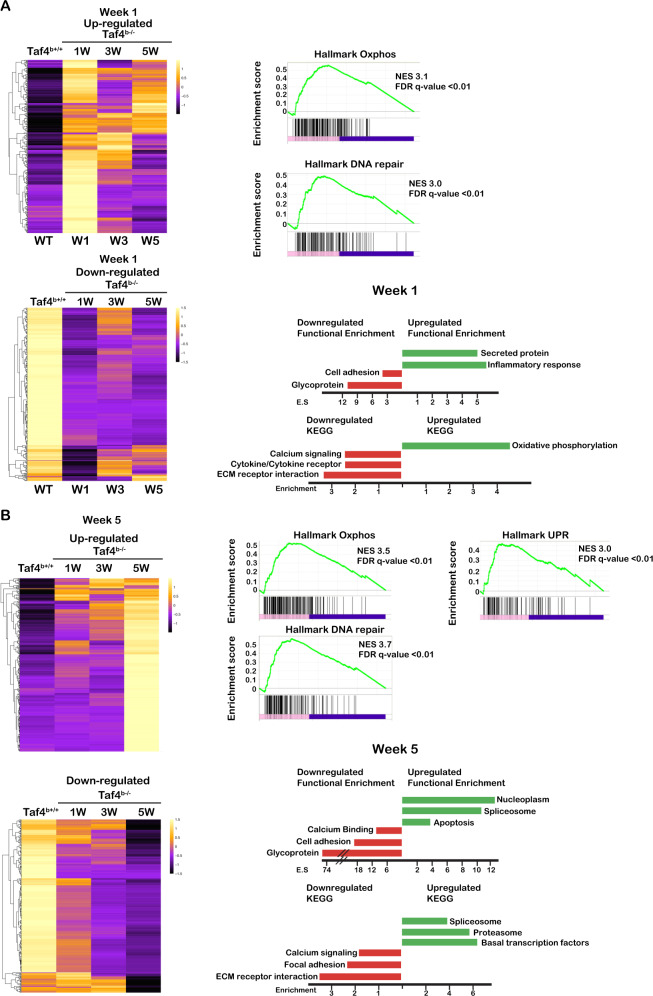
Effects of Taf4 inactivation on islet gene expression. **A** Heatmap showing the expression of the 100 genes most up and downregulated 1 week after Taf4 inactivation. Right hand panels show the GSEA and ontology analyses of the de-regulated genes. **B** Heatmap showing the expression of the 100 genes most up and downregulated 5 weeks after Taf4 inactivation. Right hand panels show the GSEA and ontology analyses of the de-regulated genes.

While an increasing number of genes was deregulated over time, we identified sets of genes whose normal expression was partially restored. Expression of a subset of genes strongly downregulated after 1 week was progressively restored after 3 and 5 weeks (Fig. 3A and Supplementary 2D). Similar results were seen with upregulated genes the most striking example being the inflammatory/stress response genes upregulated after 1 week but restored to almost normal after 3 and 5 weeks.

Upregulation of genes involved in chromatin organisation, RNA metabolic functions and transcription were observed after 3 weeks and persisted at 5 weeks (Fig. 3B and Supplementary 2D), suggesting that the acute stress response was followed by chromatin reorganisation and compensation for loss of *Taf4* by upregulation of *Taf4b* and *Taf12*. Indeed, *Taf4b* expression was much lower than that of *Taf4* in wild-type islets.

ATAC-seq on isolated islets revealed a global increase in accessibility after 1 week, but at the proximal promoter, the number of accessible sites was rather enriched in *Taf4*^+/+^. (Supplementary Fig. 3A). A similar result was seen after 5 weeks (Supplementary Fig. 3B). To identify transcription factors showing differential occupancy, we carried out in silico footprinting analyses at the proximal promoter [39]. Binding of Hox-domain containing transcription factors including critical beta-cell factors Nkx6-1 and Hnf1b was enriched in *Taf4*^+/+^, whereas Yy2, Arnt2, Bhlhe41 and Mycn were enriched in *Taf4*^−/−^ (Supplementary Fig. 3C). Similarly, after 5 weeks, enriched binding of several factors including Yy2, Nrf1 was observed (Supplementary Fig. 3D).

ATAC-seq and RNA-seq data indicated that Taf4 loss led to reduced chromatin accessibility at proximal promoters with reduced binding of critical beta-cell factors together with expression of genes essential for beta-cell function, but enhanced binding of a new set of transcription factors.

### Taf4 inactivation results in loss of beta-cell identity and trans-differentiation into alpha-like cells

While the above data provided an overall view of gene expression changes in islets, they did not assess whether Taf4 loss affected only beta-cell gene expression or if it impacted gene expression in other cell types as suggested by increased *Gcg* and *Sst* expression. To address this, we performed single-cell (sc)RNA-seq from purified dissociated Langerhans islets from *Taf4*^+/+^ and *Taf4*^*b−/−*^ mice 1 and 5 weeks after Tam injection.

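Each condition was measured in 1 library prepared with the 10X Genomics Chromium 3′ assay, from 300 islets of 1 WT mouse or of 2 pooled mutant mice. The authors aligned the reads and counted UMIs per gene and cell barcode with CellRanger, and these raw counts were used. The WT table held 12000 barcodes with 19472212 UMIs and a median of 1396 UMIs per cell. The 1-week table held 2295 barcodes with 23131247 UMIs, and the middle 90% of its barcodes ran from 499 to 38294 UMIs around a median of 2759. The 5-week table held 11229 barcodes with 39408284 UMIs and a median of 2467. All deposited barcodes were kept. Each library was clustered on its own in Seurat with LogNormalize, 2000 variable genes, 12 principal components and a resolution of 0.8, and the 38 genes planned as results were left out of the variable genes so that they did not shape the clusters. Clusters are named by letters from the largest (A) down within each library, apart from the numbers the paper gives. A cluster was called beta-like, alpha-like or delta-like from *Ins2*, *Gcg* and *Sst* and lists of markers, so these hormones define the classes. Levels are CPM of UMIs summed over the cells of a cluster or class. Parentheses after a level hold its 95% exact Poisson interval, after a share its exact (Clopper-Pearson) interval and after a log2 ratio its exact conditional interval. These intervals cover counting error only: with 1 library per condition no spread between animals is known and no test was made. The share of cells left unnamed was 0 in WT, 8.76% (7.63 to 9.99) at 1 week and 22.2% (21.4 to 23.0) at 5 weeks.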

Analyses of around 12,000 cells from *Taf4*^+/+^ islets identified the major endocrine populations with 4 beta cell clusters expressing high *Ins1* and *Ins2* (clusters 0–2 and 4 in Fig. 4A). 

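*Ins1* lies on chromosome 19 from 52264297 to 52265015 and *Ins2* on chromosome 7 from 142678656 to 142679726. In the WT library 5 of 9 clusters were beta-like (A, C, D, E and F), with 8374 cells or 69.8% (69.0 to 70.6) of the library. Their *Ins1* level ran from 147394 CPM (147077 to 147711) in cluster C to 168138 CPM (167556 to 168722) in cluster E, and their *Ins2* level from 404756 CPM (404058 to 405454) in cluster D to 456806 CPM (456159 to 457454) in cluster A. Median depth in the beta-like cells was 1659 UMIs. A resolution of 0.4 moved these results most, to 3 beta-like clusters with 64.5% of the cells.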

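Alpha-like cells of the WT library formed clusters B and H, with 2711 cells together or 22.6% (21.8 to 23.4) of the library at a median of 766 UMIs. *Gcg* (chromosome 2 from 62474530 to 62483653) was at 340541 CPM (339710 to 341374) in B and 292041 CPM (290440 to 293648) in H. Delta-like cells were cluster G, 621 cells or 5.17% (4.79 to 5.59), with *Sst* (chromosome 16 from 23889573 to 23891342) at 142163 CPM (141061 to 143272). The acinar-like cluster I, named from *Try5*, *Clps*, *Ctrb1* and other listed markers, had 294 cells or 2.45% (2.18 to 2.74). At a resolution of 0.4 the alpha-like cells formed 1 cluster.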

Cluster 3 represented *Gcg*-expressing alpha cells, cluster 6 *Sst*-expressing delta cells and cluster 5 an acinar population (Fig. 4A). 

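Among the beta-like clusters of the WT library, *Ddit3* (chromosome 10 from 127290793 to 127296291) was at 117 CPM (105 to 129) in cluster D (1613 cells) and between 16.3 and 32.5 CPM in A, C, E and F. *Herpud1* (chromosome 8 from 94386429 to 94395371) was at 292 CPM (274 to 312) in D and between 66.7 and 92.2 CPM in the other 4. *Slc2a2*, which encodes the glucose transporter, ranged over the clusters from 193 CPM (178 to 208) in D to 203 CPM (191 to 215) in C, and these intervals overlap. *Abcc8* ranged from 110.3 CPM (95.9 to 126) in E to 137 CPM (124 to 149.9) in D. *G6pc2* was highest in C, at 467 CPM (449.7 to 486), and lowest in A, at 355 CPM (337 to 373). Cluster C, the deepest with a median of 2656 UMIs, held *Ins2* at 434338 CPM (433794 to 434882).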

The 4 beta-cell sub-populations were distinguished by a strong ER stress signature in cluster 2, while cluster 0 represented potential secretory cells with high *Slc2a2*, *Abcc8* and *G6pc2* and lower *Ins1*/*2* that was higher in clusters 1 and 4 (Supplementary Fig. 4).

**Fig. 4:**
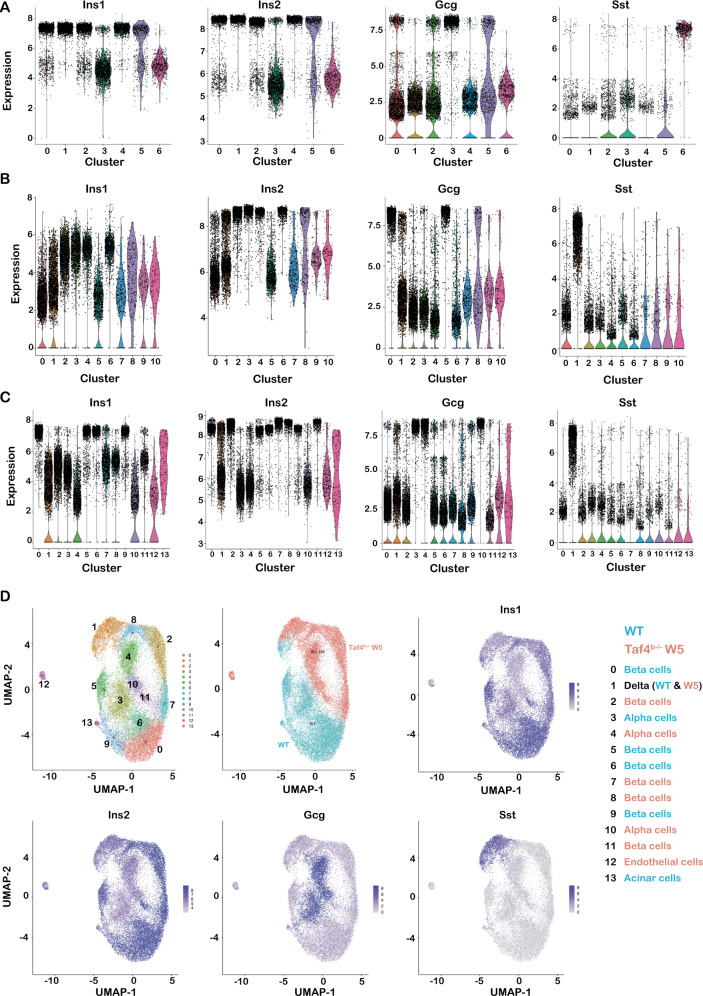
Sc-RNA-seq of WT and week 5 mutant islets. **A**–**C** Violin plots of expression of the indicated genes in each cluster from WT islets (**A**), 5-week mutant islets (**B**) and the aggregate (**C**). **D** UMAP representations of the aggregate data, illustrating origin of cells from WT and mutant animals and the expression of the genes indicated in each panel.

We analysed 10,666 cells 5 weeks after Taf4 inactivation distinguishing 4 beta cell populations with high *Ins2* (clusters 2–4 and 6, Fig. 4B), but reduced *Ins1* as noted in the bulk RNA-seq. 

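In the 5-week mutant library 4 of 14 clusters were beta-like (B, E, F and I), with 4269 cells or 38.0% (37.1 to 38.9) of the library at a median of 4441 UMIs. In beta-like cells *Ins1* was at 153184 CPM in WT and 23440.3 CPM at 5 weeks, a log2 ratio of -2.71 (-2.71 to -2.70). *Ins2* was at 436668 and 591348 CPM, a log2 ratio of 0.44. *Ins1* made up 26.0% (25.9 to 26.0) of the *Ins1* and *Ins2* UMIs of beta-like cells in WT, 7.20% (7.18 to 7.22) at 1 week and 3.81% (3.80 to 3.82) at 5 weeks. The mean of each cell's CPM in place of the summed UMIs moved the *Ins1* ratio most, to -2.78. The beta-like share moved most at a resolution of 0.4, to 47.0%.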

Cluster 1 corresponded to *Sst*-expressing delta cells, while clusters 0 and 5 corresponded to *Gcg*-expressing alpha cells. 

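Cluster D of the 5-week library was delta-like, with 1194 cells or 10.6% (10.1 to 11.2), a median of 1118 UMIs and *Sst* at 130828 CPM (130244 to 131413). The alpha-like clusters were A (1801 cells) and C (1208 cells), together 26.8% (26.0 to 27.6). *Gcg* was at 384925 CPM (384265 to 385585) in A and 422406 CPM (421533 to 423280) in C. An endothelial-like cluster, K, held 265 cells.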

Aggregation of *Taf4*^+/+^ and week 5 data sets (Fig. 4C, D and Supplementary Fig. 5) clearly distinguished *Taf4*^+/+^ beta cell populations from *Taf4*^−/−^ based on high *Ins1* expression in *Taf4*^+/+^ (clusters 0, 5, 6 and 9) from *Ins2* high/*Ins1* low *Taf4*^−/−^ (clusters 2, 7, 8 and 11). 

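The WT and 5-week libraries were also clustered together, without a batch correction. Clusters A, C, F and N of this joint clustering were beta-like and held between 0 and 28 cells of the 5-week library each, with *Ins1* between 149680 and 154006 CPM and *Ins2* between 403450 and 453459 CPM. Clusters D, G, K and M, with most of their named cells beta-like, held at most 0.465% WT cells, *Ins1* between 21527 and 26415 CPM and *Ins2* between 570165 and 615108 CPM. Cluster I (1198 cells, none from WT) held *Ins2* at 412725 CPM together with *Gcg* at 53354 CPM and *Sst* at 17506 CPM. Each library is a condition of its own here, so genotype, animal and library cannot be separated.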

The cell populations segregated in a UMAP representation (Fig. 4D) where *Taf4*^+/+^ and *Taf4*^−/−^ beta cells were further distinguished by strongly reduced *Ucn3* and *Slc2a2* expression (Supplementary Fig. 6A). 

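*Ucn3* (chromosome 13 from 3940688 to 3945349) was at 134 CPM in WT and 7.74 CPM at 5 weeks in beta-like cells, a log2 ratio of -4.11 (-4.34 to -3.89) from 2178 and 184 UMIs. *Slc2a2* (chromosome 3 from 28697903 to 28728361) was at 198 and 2.40 CPM, a log2 ratio of -6.37 (-6.77 to -5.99) from 3226 and 57 UMIs. In the joint clustering *Ucn3* ran from 104 to 149 CPM in the WT beta-like clusters and from 6.16 to 9.74 CPM in the mutant ones. Thinning each cell to 500 UMIs moved both ratios most, to -4.48 for *Ucn3* and -5.63 for *Slc2a2*.

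**Figure D1:**
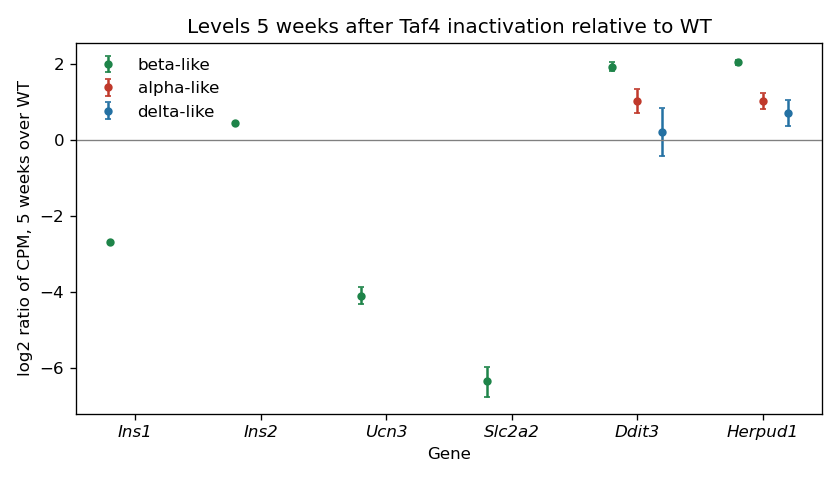
Log2 ratio of CPM, 5 weeks over WT, for *Ins1*, *Ins2*, *Ucn3*, *Slc2a2*, *Ddit3* and *Herpud1* in beta-like cells and for *Ddit3* and *Herpud1* in alpha-like and delta-like cells. Points are ratios of summed UMIs, bars are 95% intervals for counting error, and in beta-like cells *Slc2a2* lies lowest while *Ddit3* and *Herpud1* lie above 0.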

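In the joint clustering, *Ddit3* in the WT beta-like clusters was at 123 CPM in cluster F (1518 cells) and between 24.3 and 30.0 CPM in A, C and N. *Herpud1* was at 306 CPM in F and between 75.0 and 96.6 CPM in the other 3. Among the mutant beta-like clusters, *Ddit3* was at 279.6 CPM in D and 251 CPM in K, against 75.0 CPM in G and 58.2 CPM in M. *Herpud1* was at 767 CPM in D and 748 CPM in K, against 205 and 231 CPM in G and M.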

High expression of stress markers *Ddit3* and *Herpud1* characterized *Taf4*^+/+^ beta cells in cluster 5 and *Taf4*^−/−^ clusters 2 and 8 (Supplementary Fig. 6A). The aggregate also revealed 3 distinct alpha cell populations, cluster 3 from *Taf4*^+/+^ and clusters 4 and 10 from *Taf4*^−/−^ with a strong stress response in cluster 4 (Supplementary Fig. 5). 

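The joint clustering held 3 alpha-like clusters. Cluster B (2825 cells) was 96.4% WT, E (1871 cells) was 2.57% WT and J (1181 cells) was 3.13% WT. *Ddit3* was at 45.0 CPM in B, 123 CPM in E and 48.5 CPM in J. *Herpud1* was at 105, 267 and 132 CPM in the same order. At a resolution of 0.4 the joint clustering held 2 alpha-like clusters.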

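Delta-like cells fell mainly in clusters L and H of the joint clustering. Cluster L (580 cells) was 93.8% WT. Cluster H (1482 cells) was 4.05% WT, and 81.5% of its cells had been called delta-like in their own library. *Sst* was at 148579 CPM in L and 97743 CPM in H, and H also held *Gcg* at 83266 CPM. With a resolution of 0.4, or with both libraries thinned to equal median UMIs, delta-like cells of WT and 5 weeks fell in 1 cluster.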

Delta cells from the two conditions were more homogenous (cluster 3).

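In the 1-week library 876 barcodes had more than 1500 detected genes and 447 had at least 15% of UMIs from mitochondrial genes. The barcodes formed 12 clusters. The clusters differed in depth, from a median of 532 UMIs in cluster I to 41336 UMIs in cluster F. Beta-like clusters held 1821 cells or 79.3% (77.6 to 81.0), the alpha-like cluster E held 193 cells or 8.41% (7.31 to 9.62), the delta-like cluster H held 59 cells or 2.57% (1.96 to 3.30), where the listed acinar markers *Ctrb1*, *Prss2* and *Try5*, and *Cela1*, which is not on the list, lead beside the listed delta markers *Sst*, *Fam159b* and *Rbp4*, and the macrophage-like cluster L held 21 cells. With the cells outside the limits on genes and mitochondrial UMIs left out before clustering, an alternative chosen after seeing the data, the rest formed 6 clusters.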

We analysed 2295 cells 1 week after Taf4 inactivation. Clusters 2 and 5 were the most differentiated beta cell populations with high *Ins2* and *Ucn3* and lowest levels of *Gcg* and *Sst* (Fig. 5A). 

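The paper's list of genes enriched in its cluster 2 matched best with cluster C (265 cells), where 99.4% of 1220 listed genes were above their mean over the other clusters, with a median log2 level of 0.66. The same held for 92.5% in the delta-like H, at a median of 0.46, and for 90.3% in D, at 0.29. Clusters D (206 cells) and F (116 cells) were the other deep beta-like clusters, and no list was used to match them to the paper's cluster 5. *Ins2* was at 172486 CPM (172144 to 172828) in C, 326938 CPM (326454 to 327423) in D and 552008 CPM (551331 to 552686) in F. *Ucn3* was at 19.8 CPM (16.3 to 23.8) in C, 53.5 CPM (47.5 to 60.1) in D and 54.3 CPM (47.8 to 61.4) in F. *Gcg* was lowest in F, at 155 CPM (144 to 167), and D, at 230.0 CPM (217 to 243), and stood at 1103 CPM (1075 to 1130.3) in C. After thinning to 500 UMIs, a *Gcg* UMI was left in 12.1% of cells of C, 9.71% of D and 8.62% of F. *Sst* was at 16.8 CPM in C, 9.17 CPM in D and 11.0 CPM in F.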

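In cluster C of the 1-week library, which matched best with the paper's list for its cluster 2, *Ddit3* was at 4169 CPM (4116 to 4222), against 1411 CPM (1379 to 1443) in D and 207 CPM (194 to 221) in F. *Herpud1* was at 533 CPM (514 to 552) in C, 383 CPM (367 to 400.4) in D and 162 CPM (150.4 to 174) in F. *Hspa5*, which encodes the chaperone BiP, was at 3397 CPM (3349 to 3446), 974 CPM (948 to 1001) and 382 CPM (365 to 401) in the same clusters.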

Cluster 2 however was marked by ER stress (Supplementary Fig. 6D). Cluster 0 showed higher *Gcg* and *Sst*, although lower than in differentiated alpha and delta cell populations, clusters 3 and 7, respectively, that segregated from the beta cell populations in the UMAP and tSNE representations (Fig. 5B, C and Supplementary 6B). 

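Cluster A, the largest of the 1-week library with 808 cells, had a median of 587 UMIs, and *Ins2* was at 419920 CPM (418306 to 421538). Its *Gcg* level was 12472 CPM (12195 to 12753), against 227851 CPM (227378 to 228324) in the alpha-like cluster E. Its *Sst* level was 652 CPM (589.8 to 719), against 41141 CPM (40745 to 41539) in the delta-like cluster H. A resolution of 0.4 gave 26217 CPM for *Gcg* and 985 CPM for *Sst*, and subtraction of the UMIs per droplet of the macrophage-like cluster, an alternative chosen after seeing the data, gave 5563 and 154 CPM. In UMIs per droplet, *Gcg* was at 9.54 (9.33 to 9.76) in A, 5.97 (5.64 to 6.31) in D, 6.71 (6.07 to 7.41) in the delta-like H and 5.29 (4.35 to 6.37) in the macrophage-like L. *Sst* was at 0.499 (0.451 to 0.550) UMIs per droplet in A, 0.440 (0.327 to 0.578) in F and 0.280 (0.210 to 0.365) in the alpha-like E.

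**Figure D2:**
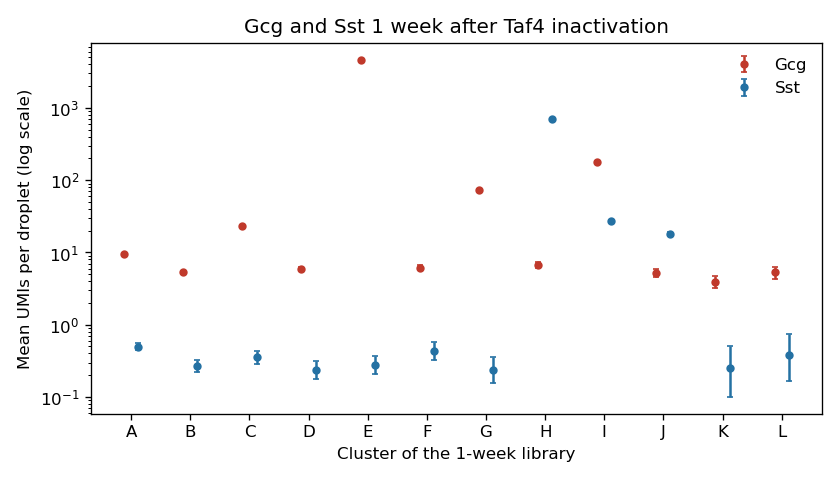
Mean *Gcg* and *Sst* UMIs per droplet in clusters A to L of the 1-week library, on a log axis, with 95% Poisson intervals as bars. *Gcg* is highest in the alpha-like cluster E and *Sst* in the delta-like cluster H, and most other clusters hold a few *Gcg* UMIs per droplet.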

The small cluster 6 also showed characteristics of a mixed identity population expressing *Ins1*/*2* and intermediate levels of *Gcg*. 

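No list of genes was used for the paper's cluster 6. Among the small 1-week clusters were I (54 cells) and K (28 cells, led by heat shock genes such as *Hspa1a*). In I, *Ins1* was at 5455 CPM (4813 to 6159), *Ins2* at 63894 CPM (61649 to 66199.8) and *Gcg* at 202424 CPM (198413 to 206497). In UMIs per droplet *Ins2* was at 56.6 (54.6 to 58.7) in I, below 88.9 (84.9 to 93.0) in the macrophage-like L. *Ins1* was at 4.83 UMIs per droplet in I and 8.10 in L. The insulin transcripts of I thus did not exceed what macrophage-like droplets held. In K, with a median of 1505 UMIs, *Ins1* was at 21176 CPM (20398 to 21975), *Ins2* at 492804 CPM (489027 to 496603) and *Gcg* at 839 CPM (691 to 1011).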

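Each cell was thinned to 500 UMIs to count cells with a UMI of *Gcg* or *Sst*, and shallower cells were left out. In cluster A of the 1-week library, 95.9% (94.1 to 97.2) of 725 cells had a *Gcg* UMI and 28.1% (24.9 to 31.6) had UMIs of *Ins2*, *Gcg* and *Sst*, with 83 cells left out. Without thinning, 32.5% of its cells had all 3. A *Gcg* UMI was also found in 22.0% (12.3 to 34.7) of delta-like cells, at a median of 17315 UMIs before thinning, and in 68.8% (41.3 to 89.0) of macrophage-like cells at a median of 716. An *Sst* UMI was found in 28.4% (25.2 to 31.8) of cells of A, in 0 of the 193 alpha-like cells at a median of 21216 and in 18.8% (4.05 to 45.6) of macrophage-like cells. In the class of beta-like cells the *Gcg* share was 42.8% in WT, 58.9% at 1 week and 34.1% at 5 weeks. The delta-like share was 74.1% in WT and 72.3% at 5 weeks, but delta-like cells were shallower, and thinning leaves more of the free RNA of a shallow droplet. Before thinning, *Gcg* UMIs per cell at 5 weeks were 11.5 in delta-like cells and 4.94 in E, 4.53 in F, 22.9 in B and 30.9 in I, which are beta-like. At 1000 UMIs the 1-week share of beta-like cells with *Gcg* was 47.9%, with 763 cells of A left out as too shallow.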

Taf4 inactivation therefore led to several populations with mixed identity expressing *Ins2*, but also *Gcg* or *Sst* and sometimes all three.

**Fig. 5:**
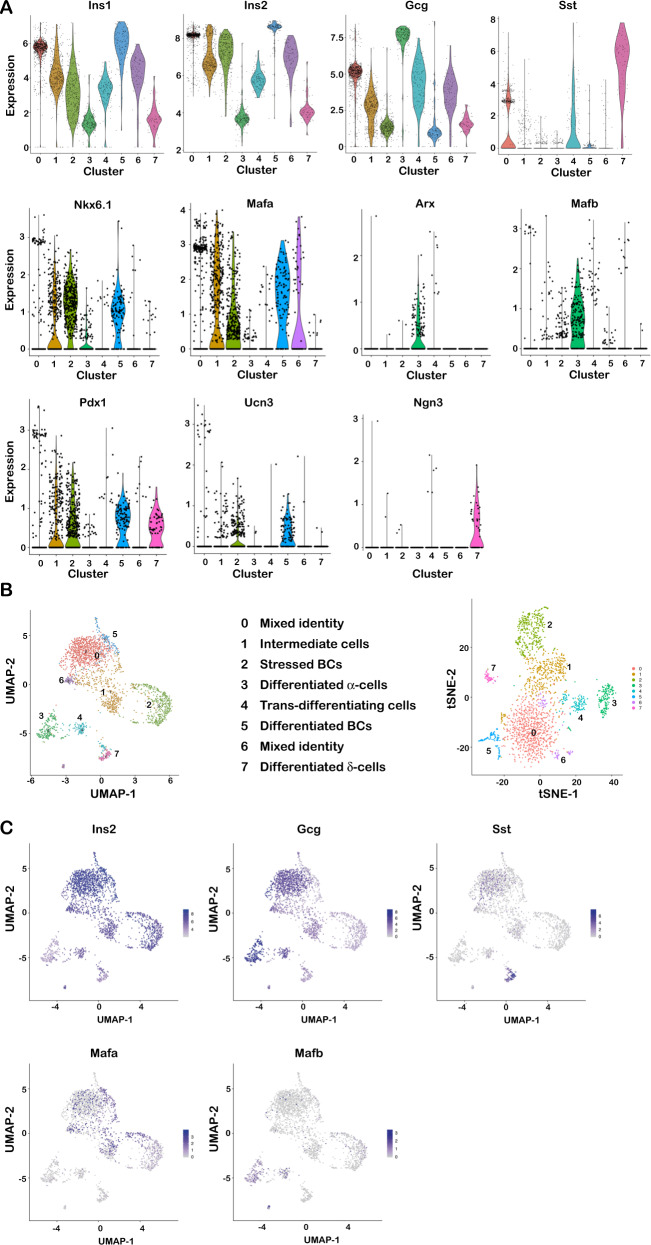
Sc-RNA-seq of week 1 mutant islets. **A** Violin plots of expression of the indicated genes in each cluster. **B** UMAP (left) and tSNE (right) representations of the cell populations. **C** UMAPs illustrating the expression of the genes indicated in each panel.

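Cluster B of the 1-week library (398 cells, median 2854 UMIs, 25.4% of UMIs mitochondrial) was the beta-like cluster next in size to A. *Ins2* was at 157786 CPM (157090 to 158484) and *Ucn3* at 12.8 CPM (7.32 to 20.8) in B. *Gcg* was at 1686 CPM (1615 to 1759.6) in B, which equals 5.29 (5.07 to 5.52) UMIs per droplet, while the deep beta-like clusters D and F together held 6.05 (5.78 to 6.32) *Gcg* UMIs per droplet.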

Cluster 1 were intermediate cells with lower *Ins2, Ucn3* and higher *Gcg* than the more differentiated clusters 2 and 5. Cluster 4 expressed intermediate levels of *Ins2*, *Gcg* and *Sst* and segregated between the beta, alpha and delta cell populations on the UMAP. 

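The paper's list of genes enriched in its cluster 4 matched clusters G (100 cells) and J (47 cells), where the median over 196 genes of the log2 level against the other clusters was 1.38 and 1.09, and to a lesser degree B, at 0.60. Median depth was 2912 UMIs in G and 2966 in J, and mitochondrial genes made up 23.5% and 26.1% of UMIs. *Ins2* was at 31132 CPM (30497 to 31778) in G and 43604 CPM (42566 to 44661) in J, against 7252 CPM (7168 to 7337) in the alpha-like E. In UMIs per droplet *Ins2* was at 91.2 (89.3 to 93.0) in G, 142 (139 to 146) in J and 147 (145 to 149) in E. *Gcg* was at 25207 CPM (24635 to 25788) in G and 1615 CPM (1421 to 1829.5) in J. *Sst* was at 82.0 CPM (52.5 to 122) in G and 5472 CPM (5108 to 5855) in J.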

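In clusters G and J of the 1-week library *Pdx1* (chromosome 5 from 147270097 to 147275848) had 6 and 6 UMIs, 20.5 CPM (7.52 to 44.6) and 39.1 CPM (14.3 to 85.1), against 160.2 CPM (149.6 to 171) in D and 155 CPM (144 to 167) in F. *Mafa* (chromosome 15 from 75745501 to 75748321) was at 61.5 CPM (36.4 to 97.2) in G and 84.7 CPM (45.1 to 145) in J, against 444 CPM (426 to 462) in D and 694 CPM (669.7 to 718) in F. *Nkx6-1* (chromosome 5 from 101659184 to 101664711) was at 30.7 CPM (14.1 to 58.4) in G and 26.1 CPM (7.10 to 66.7) in J, against 281 CPM (267 to 296) in D. In the alpha-like E and the delta-like H, *Pdx1* was at 5.87 and 76.7 CPM, *Mafa* at 11.7 and 9.96 CPM and *Nkx6-1* at 25.5 and 40.8 CPM. Low levels of these genes thus also occur in alpha-like or delta-like cells, and alone cannot show a loss from beta cells. Thinning each cell to 500 UMIs moved *Mafa* in G most, to 122 CPM.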

Cluster 4 cells lost expression of beta cell-markers *Pdx1*, *Mafa* and *Nkx6.1* and appeared to be trans-differentiating intermediates between beta and alpha cell-like identities (Fig. 5C and Supplementary 6B). 

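Supplementary Dataset 2 lists genes of the term translation for the paper's cluster 2. Of the 102 genes of the term 55 could be read and matched here, the rest of the list was not used here, and the paper chose the genes on these cells. Their summed level was 56869 CPM in cluster C, 40848 CPM in D and 17165 CPM in F, and 84142 CPM in the alpha-like E and 63896 CPM in the delta-like H. The log2 ratio of C over D was 0.48, and 0.053 with hormone and mitochondrial transcripts left out of the total.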

Ontology analyses (Supplementary Fig. 6C and Dataset 2) showed cluster 5 was marked by differentiated beta cell genes, cluster 2 showed translational activity, ER stress associated with high *Ddit3* and *Herpud1* and high oxidative phosphorylation (Supplementary Fig. 6D). In contrast, signatures for transcription regulation, chromatin modification and RNA metabolism were hallmarks of clusters 1 and 4 consistent with the idea that these cells were undergoing transcriptional reprogramming.

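For the paper's cluster 4, Supplementary Dataset 2 lists 19 genes of the term mRNA processing, all matched here and also chosen by the paper on these cells. Their summed level was 9813 CPM in cluster G, 7953 CPM in J and 7748 CPM in B, against 3000.2 CPM in E and 2648 CPM in D. Per cell these genes had 28.7 UMIs in G and 24.3 in B, against 60.9 in E and 68.7 in D. The log2 ratio of G over E was 1.71. The nuclear RNA *Malat1* made up 20.4% of UMIs in G, 15.8% in J and 17.0% in B, against 2.52% in E.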

We used SCENIC [42] to identify transcription regulatory networks active in the different cell populations. The SCENIC-based tSNE (Fig. 6A) that groups cells based on their regulon activities differed from the expression based tSNE (Fig. 5B), with the beta-cell clusters 2 and 5 grouped together, clusters 1 and 4 grouped closely, while cluster 0 grouped close to alpha cells (Fig. 6A). Consistent with the idea that cluster 5 were differentiated beta cells, they showed high activity of the Mafa, Nkx6-1 and Neurod1 regulons (Fig. 6B, C) that were active in cell sub-populations of clusters 0 and 1, but absent from alpha and delta cells. 

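Regulon activities were not analysed here, and the values given for transcription factors are levels of their own transcripts. *Mafa* was at 345 CPM (299.8 to 394) in cluster A and 668 CPM (623 to 715) in B, against 11.7 CPM (8.60 to 15.7) in the alpha-like E and 9.96 CPM (4.78 to 18.3) in the delta-like H. *Nkx6-1* was at 221 CPM (208 to 235) in the deep beta-like F, 25.5 CPM (20.8 to 31.1) in E and 40.8 CPM (29.3 to 55.4) in H. *Neurod1* (chromosome 2 from 79452637 to 79456636) was at 105 CPM (96.5 to 114) in D and 88.0 CPM (79.7 to 97.0) in F, and at 62.6 CPM (55.0 to 70.9) in E and 73.7 CPM (57.9 to 92.5) in H.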

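*Atf5* transcripts of the 1-week library were at 719 CPM (697 to 742) in cluster C, 542 CPM (522 to 562) in D and 211 CPM (198 to 225) in F, and at 413 CPM (393 to 433) in the alpha-like E. *Ddit3* was at 833 CPM (805 to 862) in E and 660.4 CPM (611 to 713) in the delta-like H.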

Cluster 2 was marked by activity of Ddit3 and Atf5, that promotes beta-cell survival under stress [43], consistent with their elevated stress response (Fig. 6C, D). In contrast, Mafb activity was seen in alpha cells and in clusters 0, 1 and 4 confirming they represented abnormal populations with mixed identities, some showing both Mafa and Mafb activities (Fig. 6B, C).

**Fig. 6:**
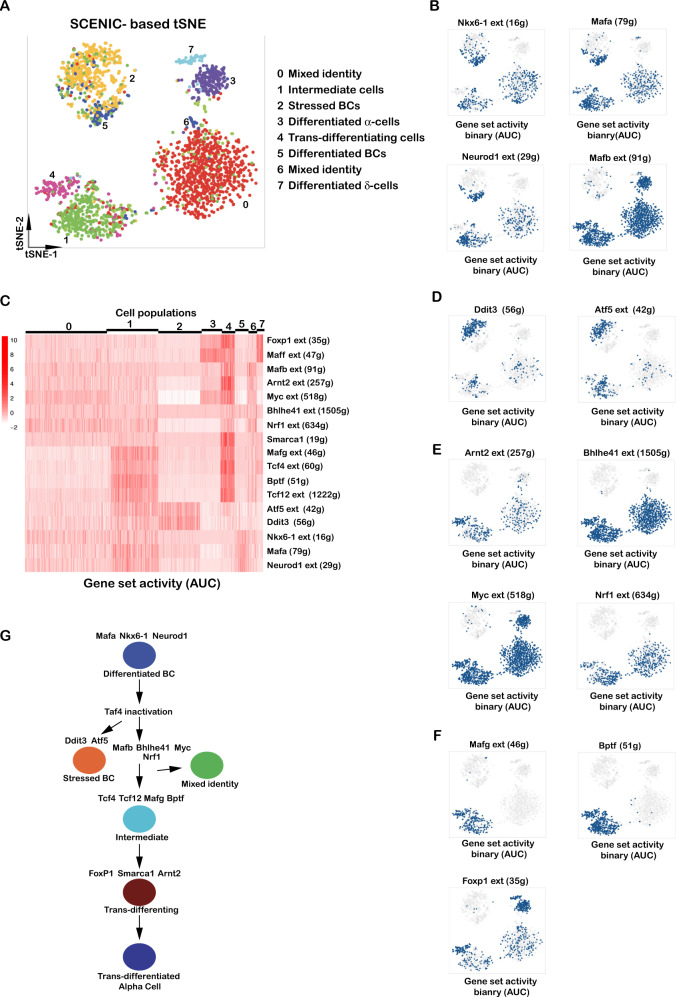
Transcription factors regulating cell state in week 1 mutant islets. **A** SCENIC-based tSNE representation colouring cells based on the binary activities of the transcription factor regulons. **B**, **D**–**E** Binary activities of the transcription factor regulons in the different cell populations. **C** Heatmap of regulon activities in the different cell populations were quantified using AUCell. **G** A flow-chart of the progression of cell state from differentiated beta cells to trans-differentiated alpha cells. The SCENIC regulons marking the transitions of each state are indicated.

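Transcripts of 4 factors in the 1-week library were compared with those in the deep beta-like cluster D. *Arnt2* was at 4.81 CPM (1.76 to 10.5) in B, 20.5 CPM (7.52 to 44.6) in G, 6.51 CPM (0.165 to 36.3) in J and 38.0 CPM (32.2 to 44.7) in the alpha-like E, against 4.68 CPM (3.03 to 6.91) in D. *Bhlhe41* was at 60.1 CPM (47.2 to 75.3) in B, 68.3 CPM (41.7 to 106) in G, 71.7 CPM (35.8 to 128) in J and 58.7 CPM (51.4 to 66.8) in E, against 75.0 CPM (67.9 to 82.8) in D. *Myc* was at 6.41 CPM (2.77 to 12.6) in B, 20.5 CPM (7.52 to 44.6) in G, 0 CPM (0 to 24.0) in J and 51.8 CPM (44.9 to 59.5) in E, against 10.1 CPM (7.59 to 13.2) in D. *Nrf1* was at 36.8 CPM (27.0 to 49.1) in B, 30.7 CPM (14.1 to 58.4) in G, 39.1 CPM (14.3 to 85.1) in J and 13.3 CPM (9.92 to 17.4) in E, against 21.0 CPM (17.3 to 25.2) in D. In the beta-like cluster C these factors were at 7.42, 89.8, 29.7 and 34.1 CPM in the same order. In the deep beta-like F they were at 1.08, 45.6, 1.95 and 8.22 CPM. In the low-UMI cluster A these factors had 0, 40, 7 and 9 UMIs in the same order.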

Strikingly, clusters 0, 1 and 4 showed activities of the Arnt2, Bhlhe41, Myc and Nrf1 regulons in line with enhanced binding predicted from ATAC-seq footprinting (Fig. 6C and E). Clusters 1 and 4 were specifically marked by activity of the small Maf inhibitor Mafg, Tcf4, Tcf12 and the Bptf subunit of the NuRF complex coherent with their chromatin remodelling ontology signatures (Fig. 6C and E). 

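*Mafg* transcripts were at 205 CPM (181 to 232) in cluster B, 335 CPM (272 to 408) in G and 156 CPM (100.2 to 233) in J, against 155 CPM (145 to 165) in C, 77.3 CPM (70.0 to 85.1) in D, 124 CPM (113 to 135) in E and 89.6 CPM (72.1 to 110.2) in the delta-like H. *Tcf4* was at 111, 321 and 287 CPM in B, G and J, against 49.0 CPM in C, 53.9 CPM in D, 78.6 CPM in E and 154 CPM in H. *Tcf12* was at 105, 171 and 182 CPM in B, G and J, against 39.4 CPM in C, 29.8 CPM in D, 37.8 CPM in E and 47.8 CPM in H. *Bptf* was at 202, 297 and 176 CPM in B, G and J, against 107 CPM in C, 98.2 CPM in D, 108 CPM in E and 171 CPM in H. Per cell, *Bptf* had 0.870 UMIs in G and 2.19 in E, since G holds fewer UMIs per cell.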

The Foxp1 and Maff regulons showed highest activity in cluster 4 and in differentiated alpha and/or delta cells (Fig. 6C and F). 

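*Foxp1* transcripts were at 239 CPM (186 to 302) in cluster G, 280.1 CPM (203 to 377) in J, 126 CPM (115 to 137) in the alpha-like E and 177 CPM (152 to 205) in the delta-like H, against 50.3 CPM (44.5 to 56.7) in D. *Maff* was at 50.0 CPM (43.3 to 57.6) in E and 34.9 CPM (24.3 to 48.5) in H, and had 4 UMIs in G and 5 in J.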

Mafb, Myc, Arnt2, Mafg, Tcf4, Tcf12, Bptf and Foxp1 regulons showed highest combinatorial activity in cluster 4. Moreover, specific activity of Smarca1, the catalytic NuRF complex subunit, in cluster 4 together with Bptf activity suggested a critical role of the NuRF complex in trans-differentiation (Fig. 6C). These results were consistent with a major transcriptional reprogramming and chromatin remodelling associated with trans-differentiation that did not appear to involve transition via a precursor state as low *Ngn3* expression was seen in the delta cell population, but not in clusters 1 and 4 (Fig. 5A). As a result, by 5 weeks two alpha cell populations were observed potentially corresponding to the normal and trans-differentiated populations.

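*Smarca1* transcripts were at 34.2 CPM (16.4 to 62.8) in cluster G and 39.1 CPM (14.3 to 85.1) in J, from 10 and 6 UMIs. They were at 34.2 CPM (28.7 to 40.5) in the alpha-like E, 79.7 CPM (63.2 to 99.2) in the delta-like H and 2.99 CPM (1.71 to 4.86) in D.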

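*Neurog3* (*Ngn3*, chromosome 10 from 62133090 to 62134763) was at 72.7 CPM (57.0 to 91.4) in the delta-like cluster H of the 1-week library, from 73 UMIs. Cluster J had 10 UMIs, 65.1 CPM (31.2 to 119.8), G had 1 UMI and B had 0. With each cell thinned to 500 UMIs, cluster J had 0 *Neurog3* UMIs, where 1.53 would be left on average.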

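At 5 weeks the alpha-like clusters A and C differed in stress transcripts. *Ddit3* was at 119.8 CPM (108 to 132) in A and 45.6 CPM (37.0 to 55.7) in C, and *Herpud1* at 264 CPM (247 to 281) and 132 CPM (117 to 149). The WT alpha-like clusters also differed, with *Ddit3* at 103 CPM (75.1 to 138) in WT cluster H (538 cells) and 32.3 CPM (24.7 to 41.4) in WT cluster B (2173 cells). The paper reasons from the reprogramming it describes at 1 week and from the alpha cell populations at 5 weeks, and proposes that the latter potentially correspond to normal and trans-differentiated cells.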

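Among the 14 clusters of the 5-week library, H, J and L held hormones of more than 1 class, with 1441 cells or 12.8% (12.2 to 13.5) of the library. Cluster N (39 cells), led by proliferation genes such as *Stmn1*, *Hmgb2* and *Ube2c*, also did, with *Ins2* at 299840 CPM (297226 to 302472) and *Gcg* at 146654 CPM (144828 to 148498), and is not among these cells. Cluster H (759 cells) held *Ins2* at 423322 CPM (422635 to 424010) and *Sst* at 27530 CPM (27355 to 27706). Cluster J (439 cells) held *Ins2* at 383329 CPM (382468 to 384192) and *Gcg* at 132597 CPM (132091 to 133105). Cluster L (243 cells) held *Gcg* at 244759 CPM (243661 to 245861) and *Sst* at 40266 CPM (39821 to 40714). The median Scrublet score over H, J and L was 0.184, against 0.0603 over the cells of clusters with 1 hormone, and the authors removed cells with high levels of hormones of more than 1 class from the WT library only.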

At 5 weeks, no populations with mixed or obviously trans-differentiating characteristics were observed suggesting that trans-differentiation took place immediately after Taf4 loss. 

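In beta-like cells *Mafa* transcripts were at 129 CPM in WT and 215 CPM at 5 weeks, a log2 ratio of 0.73 (0.66 to 0.81). *Mlxipl* (chromosome 5 from 135089890 to 135139768) was at 47.1 and 15.5 CPM, a log2 ratio of -1.60 (-1.78 to -1.42). In the WT beta-like clusters *Mlxipl* ran from 37.8 CPM (29.6 to 47.6) in cluster E to 51.0 CPM (43.5 to 59.5) in cluster D.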

SCENIC analyses on 2500 randomly selected cells from the *Taf4*^+/+^/W5 aggregate (Supplementary Fig. 7A) showed that *Taf4*^+/+^ beta cells were marked by Mafa and the glucose-sensing transcription factor Mlxipl, highest in populations 0 and 6 (Supplementary Fig. 7B). Mafa activity was also strong in the *Taf4*^−/−^ beta cell populations with cluster 11 displaying high activity of both Mafa and Mlxipl. 

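Over the beta-like clusters of the 5-week library *Mafa* was highest in cluster I, at 228 CPM (216 to 239.8), and lowest in cluster F, with an interval from 186 to 217 CPM. *Mlxipl* ran from 13.0 CPM (9.79 to 16.8) in cluster E to 16.4 CPM (14.0 to 19.1) in cluster B.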

Mafb was active in the alpha cell populations, but contrary to week 1 no overlap of Mafa and Mafb activities was seen. Several *Taf4*^+/+^ beta cell populations characterized by stress response as described above did however show activity of the Mafg, Yy1, Atf5, Atf3, and Bhlhe41 regulons together with those of Jun and Fosb (AP1). Similarly, the stressed *Taf4*^−/−^ alpha cells also showed elevated AP1 and Atf3 activity. 

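In the WT beta-like cluster D, marked by stress transcripts, *Atf3* was at 84.2 CPM (74.5 to 94.9), against 6.83 to 10.3 CPM in the other WT beta-like clusters. *Jun* was at 722 CPM (693 to 752) in D against 72.5 to 125 CPM, and *Fosb* at 387 CPM (365 to 409) against 28.4 to 60.4 CPM. *Atf5* was at 55.4 CPM against 36.8 to 58.6 CPM, *Mafg* at 17.8 CPM against 14.2 to 18.5 CPM, *Yy1* at 31.0 CPM against 23.6 to 28.9 CPM and *Bhlhe41* at 48.8 CPM against 31.8 to 37.7 CPM.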

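In the alpha-like clusters of the 5-week library *Atf3* was at 719.9 CPM (692 to 749) in A and 150.1 CPM (134 to 167) in C. *Jun* was at 2056 CPM (2008 to 2104) in A and 671 CPM (637 to 707) in C, and *Fosb* at 429.6 CPM (408 to 452) and 117 CPM (103 to 132). In WT, *Atf3* was at 712 CPM (635 to 796) in the alpha-like cluster H and 144 CPM (127 to 162) in B.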

*Taf4*^−/−^ beta cells also showed elevated activity of chromatin remodelling factor Chd2. In contrast, activity of all of these regulons was much lower or absent in *Taf4*^+/+^ beta cells.

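*Chd2* transcripts in beta-like cells were at 15.9 CPM in WT and 14.6 CPM at 5 weeks, a log2 ratio of -0.12 (-0.36 to 0.11), so no difference was detectable at this depth. In alpha-like cells the log2 ratio was 0.33 (0.01 to 0.65).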

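Across all beta-like cells, the log2 ratio of transcripts at 5 weeks over WT was 1.31 (1.26 to 1.37) for *Jun*, 1.11 (1.03 to 1.18) for *Fosb* and 1.48 (1.32 to 1.64) for *Atf3*. It was 0.77 (0.57 to 0.97) for *Mafg*, 0.33 (0.16 to 0.50) for *Yy1*, -0.79 (-0.97 to -0.62) for *Bhlhe41* and -0.10 (-0.23 to 0.02) for *Atf5*.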

Trans-differentiation of a sub-population of beta cells into Gcg-expressing apha-like cells was supported by Ins and Gcg co-immunostaining (Supplementary Fig. 8A). In *Taf4*^+/+^, Gcg staining was limited to alpha cells surrounding the islet. By 3 weeks after Taf4 inactivation, Gcg-expressing cells were observed both around and amongst the Ins-expressing beta cells, a phenomenon seen later stages and analogous to loss of Pdx1 that promoted beta cell trans-differentiation into Gcg-expressing cells [44]. Such cells were not co-stained with Ins, but labelled uniquely by Gcg.

To confirm beta cell trans-differentiation, we crossed the *Ins1*::CreER^T2^::*Taf4*^lox/lox^ animals with mice bearing a Lox-Stop-Lox cassette driving a GFP reporter in the *Rosa26* locus. Tam administration deleted the Lox-Stop-Lox cassette and activated GFP expression in the beta-cell compartment (Fig. S8B). At 12 weeks after Tam injection, staining with Gcg identified bone-fide alpha cells at the periphery of the islets that were negative for GFP, whereas within the islets, most Gcg-expressing cells were GFP positive indicating they trans-differentiated from beta cells.

## Discussion

### Taf4 is essential for normal beta-cell function

Taf4 inactivation in adult murine beta cells led to increased glycaemia due to defective insulin signalling and secretion, a consequence of an immediate and major impact on gene expression. Immunostaining showed a rapid and efficient loss of Taf4 in beta cells by 1 week after Tam injection. At 34 weeks, Taf4-expressing beta cells were again detected, but their proportion did not increase by 55 weeks. While it is possible that Taf4-expressing beta cells detected at later times arose from rare non-recombined cells, no Taf4 expressing beta cells were observed upon staining of multiple islets at regular intervals from 3–24 weeks, whereas they were readily observed at 34 and 55 weeks. Furthermore, the number of Taf4-expressing beta cells did not increase between 34 and 55 weeks arguing against proliferation of non-recombined beta cells. Thus, while we cannot definitively exclude the idea that Taf4-expressing cells arose from non-recombined beta cells, an alternative possibility is that they arose from trans-differentiation of alpha cells or other islet populations into beta cells as has been previously described, for example under conditions of reduced beta cell-mass [2, 5, 6, 12, 45]. Notwithstanding the mechanisms involved, despite chronically high glycaemia, the beta-cell population was only partially and slowly replaced by newly generated Taf4-expressing beta cells. Moreover, the Taf4 expressing beta cells seen at later times cannot account for the partially restored glucose and insulin levels seen at 10 weeks, but they may account from the longer-term viability of the animals

### A model for beta-cell trans-differentiation

While there have been several scRNA-seq data sets generated from human adult islet cells [46], studies on adult murine islets have been more limited [46, 47]. We distinguished several beta cell populations in *Taf4*^+/+^ and *Taf4*^−/−^ animals with distinct gene expression signatures. Cells with high insulin expression were distinguished from populations with low insulin, but high expression of insulin signalling genes and from a population with high expression of ER stress genes. This is consistent with previous data [46, 47] and the idea that high insulin levels induce ER stress prompting cells to transit into a high ER stress/low insulin recovery state. 

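*Ddit3* in beta-like cells was at 44.4 CPM in WT and 168 CPM at 5 weeks, a log2 ratio of 1.92 (1.80 to 2.04). *Herpud1* was at 124 and 506 CPM, a log2 ratio of 2.03 (1.96 to 2.10). In the 5-week beta-like clusters B and E *Ddit3* was at 239.9 CPM (230.3 to 249.7) and 234 CPM (220.1 to 249), and in F and I at 70.2 CPM (61.6 to 79.6) and 59.8 CPM (53.9 to 66.2). The unnamed cluster G (818 cells), which held *Ins2* at 466793 CPM (465746 to 467841), had *Ddit3* at 449 CPM (418 to 483). In alpha-like cells the log2 ratio was 1.00 (0.70 to 1.32) for *Ddit3* and 1.01 (0.81 to 1.22) for *Herpud1*. With cells outside the limits on genes left out before clustering, an alternative chosen after seeing the data, the ratios in beta-like cells moved most, to 2.23 for *Ddit3* and 2.22 for *Herpud1*.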

Taf4 inactivation led to a stronger ER stress in a subset of both beta and alpha cells. Wild-type delta cells also displayed high ER stress that was increased upon Taf4 inactivation. This increased cell non-autonomous ER stress after Taf4 inactivation suggested defective communication between the *Taf4*^−/−^ beta cells and their alpha and delta cell neighbours.

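In delta-like cells *Ddit3* was at 62.6 CPM in WT and 71.3 CPM at 5 weeks, a log2 ratio of 0.19 (-0.42 to 0.84) from 28 and 105 UMIs, so a change was not detectable at this depth. *Herpud1* was at 189.9 and 309 CPM, a log2 ratio of 0.70 (0.36 to 1.05). *Hspa5* was at 476 and 718 CPM, a log2 ratio of 0.59 (0.38 to 0.81).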

Bulk ATAC-seq and RNA-seq showed that Taf4 inactivation had a potent impact on chromatin accessibility and gene expression with diminished binding of beta cell identify factors. In contrast, increased binding of several transcription factors was predicted from ATAC-seq and several of the corresponding regulons were activated in the abnormal *Taf4*^−/−^ cell populations. At week 1, cells with mixed identities displayed regulon activity of beta-cell factors and the alpha cell determinant Mafb, but did not express *Arx* and therefore displayed an incomplete switch in identity in line with the intermediate levels of *Gcg*. Previous studies on normal mouse or human pancreas by immune-staining or scRNA-seq detected only rare cells simultaneously expressing two of the islet hormones [9, 10, 47–50]. Such cells have however been detected in pathological situations like type 1 and type 2 diabetes and in mice following loss of Arx and Dnmt1 [9]. The mixed cell identity was therefore a consequence of Taf4 inactivation and activation of novel regulons.

Our data pointed to a process of stress-induced beta-cell trans-differentiation. Cluster 4 cells displayed strongly decreased expression and activity of beta-cell factors, but showed Mafb activity, increased *Arx* and higher *Gcg* and *Sst* expression. Furthermore, they were marked by Foxp1 consistent with the essential role of Foxp factors in alpha cells [51] and by activity of Maff, Mafg and the NuRF complex. Inhibition of (s)Maf proteins in beta cells led to increased Mafa activity and beta-cell function correlating with the increased Mafg/Maff activity and loss of beta-cell identity in the trans-differentiating cells found here [52, 53].

We propose a model for beta-cell trans-differentiation involving a progressive loss of beta-cell identity associated with gain of activity for Myc, Mafg, Arnt2, Bhlhe41, Tcf4, Tcf12, Nrf1 and Mafb (Fig. 6G). A population of cells further undergoes chromatin remodelling and transcriptional reprogramming through the combinatorial action of these factors and subsequent acquisition of Foxp1, Maff and Smarca1 activity that promotes trans-differentiation into *Gcg*-expressing alpha-like cells. Trans-differentiation was further attested by the presence of Gcg-expressing cells intermixed amongst beta cells, and by lineage tracing that confirmed that most Gcg-expressing cells within the islets were indeed derived from beta cells.

Mechanisms of trans-differentiation of alpha to beta-like cells have been documented [4, 8, 9, 46] and examples of beta to alpha-like cell trans-differentiation often involve genetically induced loss of beta cell determinants [11, 14, 44]. In this study, beta cell trans-differentiation also involved loss of beta cell-determinants perhaps triggered by the transient stress and inflammatory response seen 1 week after Taf4 inactivation. This inflammatory/stress environment may be responsible for activation of Myc and previously implicated in beta cell de-differentiation [54–56].

In previous studies of trans-differentiation, the beta-cell populations actively undergoing trans-differentiation and the associated transcriptional regulatory programs involved are poorly characterized. Using an un-supervised bioinformatics approach, we defined how novel combinations of known critical beta cell and alpha cell determinants act in combination with additional transcription and chromatin remodelling factors to promote beta-cell trans-differentiation. While different cues may underlie initiation of beta-cell trans-differentiation in pathological situations or following Taf4 inactivation, further studies will determine whether they share common aspects of the transcriptional reprogramming described here.

## Supplementary information

Legends to Supplemental Figures

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

Supplemental Figure 7

Supplemental Figure 8

Supplemental Dataset 1

Supplemental Dataset 2

## Data Availability

Source data for this paper are available from the authors upon reasonable request. All sequencing data reported here have been submitted to the GEO database under accession number GSE151366.

# Supplementary material for: Single cell transcriptomics reveal trans-differentiation of pancreatic beta cells following inactivation of the TFIID subunit Taf4
**Source:** Cell Death Dis. 2021 Aug 12;12(8):790. doi: 10.1038/s41419-021-04067-y
**Supplement:** Supplementary file 1 — Legends to Supplemental Figures

**Legends to Supplementary Figures.**

**Supplementary Figure 1. A.** Enlarged view of islets from control or Taf4-mutant animals stained for Ins and Taf4. White * show Taf4 expressing nuclei (or groups of Taf4 expressing nuclei) while yellow * indicate nuclei where Taf4 is absent. **B**. Staining of frozen islets for Gcg and Taf4. Peripheral Taf4 and Gcg-expressing alpha cells are indicated by *.

**Supplementary Figure 2.** Changes in gene expression upon Taf4 inactivation. **A.** Venn diagrams summarizing genes up and down-regulated 1, 3 and 5 weeks after Tam injection. **B**. Volcano plots showing changes in gene expression after 1, 3 and 5 weeks. **C.** Summary of RNA-seq data on the expression of selected up and down-regulated genes critical for beta cell function, identity, cell-cell contact, stress response and alpha cell and delta cell markers. **D**. Heatmap showing the expression of the 100 genes most up and down-regulated 3 weeks after Taf4 inactivation. Right hand panel shows ontology analyses of the de-regulated genes.

**Supplementary Figure 3.** Changes in chromatin accessibility in dissociated islets 1 and 5 weeks after Taf4 inactivation measures by ATAC-seq. **A-B**. Scatterplots showing Log10 changes in ATAC-seq peaks either globally (left panels) or at the proximal promoter (-1000/+100 base pairs relative the transcription start site, TSS, right panel) at 1 week (A) or 5 weeks (B) following TAF4 inactivation. The number of peaks enriched in each condition are indicated. **C-D**. In silico footprinting using Tobias. Scatter plots of differential footprinting depth of transcription factor motifs in differentially accessible regions between WT and week 1 (C) and week 5 (D). Motifs with more footprint depth in WT are labelled in pink and in Taf4 mutants in light blue.

**Supplementary Figure 4.** Heatmap of differentially expressed genes in the cell clusters from scRNA-seq of WT islets.

**Supplementary Figure 5.** Heatmap of differentially expressed genes in the cell clusters from the WT/week 5 aggregate data.

**Supplementary Figure 6 A**. UMAP representations of the aggregate data illustrating the expression of the genes indicated in each panel. **B** tSNE representations of the week 1 cell populations illustrating the expression of the genes indicated in each panel. **C.** Bubble plots showing ontology (BP-FAT) of genes differentially expressed in the indicated clusters. **D**. UMAP representations week 1 cell populations illustrating the expression of the genes indicated in each panel.

**Supplementary Figure 7.** SCENIC analyses of WT and 5 week mutant islets populations. **A.** SCENIC based tSNE of 2500 cells from the WT/W5 aggregate. The identities of the cell populations are indicated. **B.** Heatmap representation of regulon activities in the different cell populations were quantified using AUCell.

**Supplementary Figure 8. A.** Immunostaining of Langerhans islets from mice with the indicated genotypes for Insulin, Gcg or DAPI as indicated. The number of weeks after Tam injection are indicated. The Insulin-Gcg merge is shown to illustrate the mutually exclusive nature of the labelling. **B.** Immunostaining of Langerhans islets from *Taf4^b-/-^* mice crossed with Rosa 26 Lox-Stop-Lox GFP mice 12 weeks after Tam injection with antibody for Gcg, DAPI and GFP fluorescence as indicated. Representative GFP-negative-Gcg-expressing alpha cells at the islet periphery are indicated along with representative GFP-positive-Gcg-expressing cells within the islet indicated by white arrows. Scale bar = 100 μM

**Supplementary Dataset 1.** Summary of RNA-seq 1 3 and 5 weeks after Taf4 inactivation. Each spreadsheet shows the genes up (UR) and down-regulated (DR) along with the corresponding ontology analyses.

**Supplementary Dataset 2.**  Summary of genes differentially regulated in the cell populations 1 week after Taf4 inactivation along with their ontologies.

How the deposited data were processed for this re-analysis (not part of the article)

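Islet cells were measured by single-cell RNA-seq in 1 WT library and in 1 Taf4 mutant library each at 1 week and 5 weeks after tamoxifen. The WT library was made from 300 islets of 1 mouse and each mutant library from 300 islets pooled from 2 mice. As deposited, the values are raw counts of UMIs per gene and cell barcode: the authors sorted live cells, captured them with 10X Genomics Chromium, aligned the reads to mm10 with CellRanger and counted UMIs. The methods state that genes without expression were left out, but the WT and 5-week tables still list genes with 0 UMIs. In the WT library only, the authors removed cells with high levels of hormones of more than 1 class and doublets called by DoubletFinder, and scaled the library down to 12000 cells. The tables listed 16277 genes for WT, 15319 for 1 week and 15959 for 5 weeks. Between 19472212 and 39408284 UMIs were counted per library, and the middle 90% of barcodes ran from 573 to 3471 UMIs in WT and from 782 to 10226 UMIs at 5 weeks.

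Counts were clustered in Seurat 5.3.0 under R 4.3.3 with LogNormalize, 2000 variable genes by vst, scaling, 12 principal components, the shared-neighbour graph, Louvain clustering at a resolution of 0.8 and a fixed seed. LogNormalize, 12 principal components and the resolution are those of the paper, which used Seurat v3.1.4 and names neither the number of variable genes nor how they were chosen. Unlike in the paper, no cells were filtered here before clustering, and the 38 genes planned as results were left out of the variable genes. The deposited tables seem to differ in earlier filtering. No cell reached 15% mitochondrial UMIs in WT or at 5 weeks, and the most detected genes per cell were 1489 and 1999. At 1 week cells reached 44.8% and 5986 genes. Deep or high-mitochondrial clusters seen only at 1 week may reflect this difference. Clustering used all deposited barcodes, while the number of cells analysed was also counted under the stated limits on detected genes and mitochondrial share. The WT and 5-week libraries were clustered together without batch correction. The depth equalisation of CellRanger aggr could not be repeated from counts, and thinning both libraries to equal median UMIs was used as an alternative.

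Marker lists were written before the data were examined. Beta: *Ins2*, *Iapp*, *G6pc2*, *Nnat*, *Ppp1r1a*, *Sytl4*, *Ero1b*, *Ero1lb*, *Pcsk1*, *Hadh*, *Prss53* and *Papss2*. Alpha: *Gcg*, *Ttr*, *Gc*, *Irx1*, *Irx2*, *Slc38a5*, *Tmem27*, *Sphkap*, *Nxph1*, *Etv1* and *Slc7a2*. Delta: *Sst*, *Rbp4*, *Hhex*, *Ghsr*, *Fam159b*, *Tspan8*, *Spock3* and *Ptprz1*. Acinar: *Prss2*, *Cela2a*, *Cela3b*, *Cpa1*, *Ctrb1*, *Pnlip*, *Try4*, *Clps*, *Cel* and *Try5*. Lists for acinar, endothelial and macrophage cells each named 1 cluster in 1 library, and lists for ductal, mesenchymal and T or B cells named none. The naming rule did not allow the list for PP cells to name a cluster, so the presence of PP cells was not tested. *Ppy* and *Pyy* were among the leading genes of the 1-week cluster H and the 5-week cluster L. The rule that applies the lists was set after the clusters were seen. A hormone counted for a cluster at 20% or more of its level in the highest cluster of the library. A cluster with at least 3 markers of a class without a hormone among its 10 leading genes, and more than of its hormone class, was given that class. Other clusters with hormones of more than 1 class, or of none, were left unnamed. So was a cluster with fewer than 3 markers of its class detected, one with more leading markers of another class than of its own, one with at least 3 haemoglobin genes leading, and one with a median under 33.3% of the library's median UMIs and no marker leading. Leading genes were ranked by log2 of CPM with 50 CPM added, over the mean of the other clusters, among genes with at least 20 UMIs. The clusters of the 1-week library were matched to clusters 2, 4 and 7 of the paper through the complete lists of enriched genes in Supplementary Dataset 2, and the other lists were not used here.

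Levels are CPM from UMIs summed over a cluster or class. Intervals are exact 95% intervals for counting error, from Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and a count of 0 was taken to allow up to 3 counts. With 1 library per condition no test between conditions was made, and genotype, animal and library cannot be separated. Doublets were scored with Scrublet in scanpy 1.11.5 (expected share 8%, 12 principal components, seed 0), and figures were drawn with matplotlib 3.10.9. Genes named in the text are, those the paper names for its single-cell data, genes that lead a cluster, and the 5 highest and 5 lowest log2 ratios of 5 weeks over WT in beta-like and in alpha-like cells, among genes with at least 100 UMIs in both libraries together and at least 3 in each. Sex-linked genes, *Hspa5* and the transcripts used to test free RNA were named after their values were seen. The intervals and the estimates of admixed RNA were tested on simulated data. With 200 changed genes among 6140, 95% of the intervals of changed genes and 95.4% of those of unchanged genes held the true ratio, and simulated admixed shares of 2%, 5% and 20% were estimated as 1.84%, 4.94% and 20.7%.

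Some alternatives were chosen before the data were examined. For clustering these were a resolution of 0.4, 20 principal components and the reported genes kept among the variable genes. The WT and 5-week libraries were also thinned to equal median UMIs. For cells they were no filter and cells marked by Scrublet left out. For levels and shares they were other denominators of CPM, the mean of each cell's CPM and subtraction of free RNA. Thinning was to 500 or 1000 UMIs or was left out. Left out were the bulk RNA-seq, chromatin, imaging and regulon data of the paper, which were not analysed here. Results for some genes that the paper names are not reported here. Coordinates are from the RefSeq annotation of GRCm38.p6.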

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

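All tests in this part were chosen only after the transcripts had been seen. *Xist* and the Y-linked genes lie outside the genes the paper discusses, and *Xist* in WT and *Ddx3y* in both mutant libraries were above the limit that a count of 0 allows. *Xist* was at 891 CPM (878 to 905) in WT, and *Ddx3y* was at 64.3 CPM (61.1 to 67.7) at 1 week and 34.2 CPM (32.4 to 36.1) at 5 weeks.

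The WT library held 0 UMIs of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, against 3476 at 5 weeks, which argues against a mix of male and female cells in WT. A loss of the Y-linked genes from the WT table for another reason would be likely to remove other genes too, but of 2544 genes with at least 1000 UMIs at 5 weeks only the Y-linked *Ddx3y* and *Eif2s3y* were missing from the WT table, leaving 0 others. *Xist* was present in each named class of the WT library, lowest in beta-like cells at 678 CPM. These values are consistent with a WT library from a female mouse and mutant libraries from males. The values cannot tell a female donor from an exchange of the WT sample with one outside the study. Sex is then confounded with genotype in each comparison of WT with a mutant library, and no alternative removes it.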

How the results depend on the processing

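The stated filter before clustering, the removal of the highest 8% of Scrublet scores, the addition of the stress-led cluster to the beta-like class and the subtraction of the lowest cluster or of UMIs per droplet were chosen only after the results were seen. Over 41 results there were 180 values under alternatives. Of these, 112 moved by less than the counting interval (for counts of cells or clusters, by at most 1.5 times) and 68 moved further. No log2 ratio changed its sign, while differences of shares became negative in WT and at 5 weeks, as given at the end. The cause was not tested for the values given here unless stated. No paired analysis was possible because each condition is 1 library. Leaving out the cells that Scrublet marked gave no value of its own, since it marked 0 cells in WT, 3 at 1 week and 0 at 5 weeks.

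Without the filter, 2295 cells of the 1-week library were analysed in place of 1004. With the stated filter before clustering, the 1-week library formed 6 clusters in place of 12. At 5 weeks the beta-like share was then 43.4%, the alpha-like share 29.4% and the delta-like share 11.6%. The log2 ratios of 5 weeks over WT in beta-like cells were -2.77 for *Ins1*, 2.23 for *Ddit3* and 2.22 for *Herpud1*. The filtered 1-week cluster that shared most cells with A held *Gcg* at 17327 CPM and *Sst* at 816 CPM, with 296 of the 808 cells of A. The one that shared most cells with B held *Gcg* at 4977 CPM, but the filter removed most of B: 94 of its 398 cells were left, and 83 of these were among the 115 cells of that cluster, so this value is not a shift of the level in B. With the highest 8% of Scrublet scores left out, the 5-week shares were 46.4% beta-like, 28.5% alpha-like and 11.6% delta-like, and the ratios -2.74 for *Ins1*, 2.05 for *Ddit3* and 2.12 for *Herpud1*. Adding the stress-led cluster G to the beta-like class gave -2.75 for *Ins1*, and 2.07 and 2.14, for *Ddit3* and *Herpud1*.

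At a resolution of 0.4 the beta-like share was 64.5% in WT and 47.0% at 5 weeks, the log2 ratios were -2.76 for *Ins1* and 2.12 for *Herpud1*, and the 1-week cluster A held *Gcg* at 26217 CPM and *Sst* at 985 CPM. The delta-like cells of WT and 5 weeks then formed 1 cluster in place of 2, as they did with the libraries thinned to equal median UMIs (1). With 20 principal components the alpha-like share was 21.8% in WT, the beta-like share 45.1% at 5 weeks, the ratios -2.73 for *Ins1* and 2.11 for *Herpud1*, and the levels in cluster A 15906 CPM for *Gcg* and 790.2 CPM for *Sst*. With the reported genes kept among the variable genes, the alpha-like share was 24.1% in WT and the beta-like share 38.9% at 5 weeks.

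The mean of each cell's CPM gave a ratio of -2.78 for *Ins1*. Thinning to 500 UMIs gave -2.78 for *Ins1*, -4.48 for *Ucn3*, -5.63 for *Slc2a2* and 1.80 for *Ddit3*, and in the 1-week clusters *Mafa* in G at 122 CPM and *Neurog3* in J at 0 CPM. In G and J these transcripts have few UMIs, so depth limits them. In J 1.53 *Neurog3* UMIs would be left on average, and 0 arises by chance in 21.6% of such draws. Subtracting the CPM of the class with the lowest level as free RNA gave -2.68 for *Ins1*, and 12077 CPM in A and 1292 CPM in B for *Gcg*, and subtracting the lowest cluster gave 1531 CPM in B. A share of UMIs taken from deep cells cannot remove a fixed number of UMIs from a shallow droplet, so these values say little about free RNA in A and B. Subtracting the UMIs per droplet of the macrophage-like cluster gave 1.03 CPM for *Gcg* in B, and 5563 CPM for *Gcg* and 154 CPM for *Sst* in A, where the *Sst* value rests on 8 UMIs. With hormone and mitochondrial transcripts left out of the total, the 55 translation genes that could be read had a log2 ratio of 0.053 in C over D in place of 0.48.

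Shares of beta-like cells with a UMI of another hormone depended on the thinning depth and on the cells that remained, since at 1000 UMIs 763 cells of the 1-week cluster A were too shallow. For *Gcg* they were 42.8% in WT, 58.9% at 1 week and 34.1% at 5 weeks at 500 UMIs, 63.2% in WT, 47.9% at 1 week and 52.8% at 5 weeks at 1000 UMIs, and 82.3% in WT, 98.0% at 1 week and 94.8% at 5 weeks without thinning. For *Sst* they were 8.68% in WT, 13.9% at 1 week and 8.88% at 5 weeks at 500 UMIs, 13.9% in WT, 4.56% at 1 week and 14.1% at 5 weeks at 1000 UMIs and 21.0% in WT, 27.2% at 1 week and 39.1% at 5 weeks without thinning. After subtraction of the lowest share among the other classes, the difference was -31.3% in WT, 36.9% at 1 week and -32.3% at 5 weeks for *Gcg*, and -11.7% in WT, 13.9% at 1 week and -11.3% at 5 weeks for *Sst*, where a negative value is a share below that of another class. In WT that class was delta-like for *Gcg*, at a median of 633 UMIs before thinning, and acinar-like for *Sst*, at 850, against 1659 in beta-like cells. At 5 weeks it was endothelial-like for *Gcg*, at 1317 UMIs, and alpha-like for *Sst*, at 1766, against 4441. At 1 week it was delta-like for *Gcg*, at 17315 UMIs, and alpha-like for *Sst*, at 21216, against 1739. Thinning leaves more of the free RNA of a shallow droplet, so these differences do not measure background alone.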

Differences from the paper's values

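For the 1-week library the paper's number of cells analysed is 2295, and 1004 cells met the limits on detected genes and mitochondrial share that the paper states. Among the alternatives set before the data were examined, the one without a filter gave 2295 cells. For the 5-week library neither the 10235 cells that met the limits nor the 11229 barcodes of the table equal the paper's number of cells, although both differ from it by less than 1.5 times. For WT the paper's number of alpha cell clusters is 1, and 2 alpha-like clusters were found. A resolution of 0.4 and 20 principal components each gave 1, and with the reported genes kept among the variable genes there were 3.

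The paper places the delta cells of WT and 5 weeks in a single cluster of the aggregate, while 2 clusters were found, and 1 at a resolution of 0.4 or with the libraries thinned to equal median UMIs. It reports no populations of mixed character at 5 weeks, while clusters H, J and L, with 1441 cells, and the proliferating cluster N, with 39 cells, held hormones of more than 1 class. The WT mouse is described as male, while its library held *Xist* at 891 CPM and no Y-linked UMI.

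The paper finds *Ngn3* expression in delta cells and none in clusters 1 and 4, while cluster J, a part of cluster 4, held 10 *Neurog3* UMIs, 65.1 CPM, against 72.7 CPM in the delta-like H. With cells thinned to 500 UMIs, an alternative set before the data were examined, cluster J held 0 such UMIs, but only 1.53 would be left on average, so the difference stays. Clusters 2 and 5 have the lowest *Gcg* in the paper. By summed UMIs cluster C, which matched best with cluster 2, held 1103 CPM, above 230.0 CPM in D, 394 CPM in the delta-like H and 839 CPM in K. By the share of cells with a *Gcg* UMI after thinning to 500 UMIs, the order against H and K was the reverse. This share was 12.1% in C, 9.71% in D, 22.0% in H and 55.6% in K, which was shallower before thinning. The difference from the paper in *Gcg* thus depends on the measure. High *Ucn3* is assigned to clusters 2 and 5, while C held 19.8 CPM against 53.5 CPM in D. The differences in *Gcg* and *Ucn3* rest on the match of cluster 2 to C, and 90.3% of its list was also above the mean in D.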

Other observations

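The variance of *Gcg* UMIs in the 1-week cluster A, the rank correlation between the changes in 1-week clusters and the comparison of alpha-like clusters between WT and 5 weeks were chosen before their values were seen, and the other tests in this part only after. How the tests of variance, of *Sst*, of alpha markers with and without *Ttr* and of doublets were read was made stricter after their controls had been seen, for *Sst* both the macrophage-like and the alpha-like cluster had to exclude the explanation after both had been seen, and the genes for the common factor were chosen after a first version with 8 genes.

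Cluster A of the 1-week library held *Ins2* together with *Gcg* and *Sst* in droplets of few UMIs. Its median of 587 UMIs argues against doublets of whole cells. The median droplet held 9 *Gcg* UMIs and the top 1% of droplets held 5.18% of them, which argues against a few droplets as the source. For *Gcg*, free RNA at a fixed amount per droplet is argued against by a level of 9.54 UMIs per droplet against 5.29 (4.35 to 6.37) in macrophage-like cells. For *Sst* it stays open. A held 0.499 (0.451 to 0.550) UMIs per droplet, above 0.280 (0.210 to 0.365) in alpha-like cells. The interval of 0.381 (0.164 to 0.751) in macrophage-like cells, from 8 UMIs, contains this value. The intervals of the beta-like clusters F (0.327 to 0.578) and K (0.101 to 0.515) overlap that of A. Those of the beta-like B (0.220 to 0.325), C (0.290 to 0.438) and D (0.176 to 0.314) lie below it. So does that of the unnamed G (0.154 to 0.357). A larger amount of free RNA in the droplets of A stays open. *Pyy* exceeded its level in the deep beta-like clusters by a factor of 1.61, with 1.58 for *Gcg* and 1.61 (1.29 to 2.02) for *Sst*, but 1.23 (1.04 to 1.47) for *Ppy*. The other 4 genes of the first version had factors of 0.121 for *Ttr*, 0.0257 for *Tmem27*, 0.0189 for *Sphkap* and 0.0218 for *Slc7a2*, with a median of 0.677 over all 8, and were left out because the deep beta-like clusters hold more of them per droplet than macrophage-like cells do. Admixed alpha cell RNA stays open too. *Gcg* called for an alpha share of 5.39% and the other alpha markers for 5.15% (4.25 to 6.11), but these rest on *Ttr*, and without it the share was 1.24% (-2.67 to 5.62). The variance of *Gcg* over binomial sampling was 9.91, against 26.5 in macrophage-like cells, 4.65 in F and 1.94 in D. The variance over the mean was 5.70 in A, against 1.97, 1.80 and 2.16 in the same clusters, so *Gcg* varied more between droplets of A by this measure. The 2 measures differ, so a distinct set of cells stays open. Expression of more than 1 hormone after Taf4 loss, which the paper describes, cannot be told apart from such free RNA here.

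In the 1-week cluster B *Gcg* CPM was higher than in the deep beta-like clusters, but *Gcg* per droplet was not, at 5.29 UMIs against 6.05 (5.78 to 6.32). This is consistent with the same free RNA over fewer UMIs per cell. Cluster C held 23.5 (23.0 to 24.1) *Gcg* UMIs per droplet, and no explanation was tested for it.

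Clusters G and J of the 1-week library, matched to cluster 4 of the paper, and the beta-like cluster B shared high mitochondrial and *Malat1* shares. Across 685 genes, which are not independent replicates, the change from the deep beta-like clusters to B and that from the alpha-like E to G had a Spearman rho of 0.896, and the changes to J from the delta-like H had 0.899 with the former and 0.910 with the latter. Without mitochondrial genes and *Malat1* rho was 0.890, and a stress change used as a control gave -0.391. A loss of cytoplasmic RNA from beta-like, alpha-like and delta-like cells is consistent with these values, although shared free RNA would also raise rho. Residual *Ins2* of beta cells in G is argued against by 91.2 *Ins2* UMIs per droplet, below 147 (145 to 149) in the alpha-like E and near 88.9 (84.9 to 93.0) in macrophage-like cells. In J it stays open, with 142 *Ins2* UMIs per droplet, above 128 (125 to 130.5) in the delta-like H but below E. An effect of Taf4 loss on these cells stays open and was not tested, since no WT cell reaches 15% mitochondrial UMIs. No cell of the 5-week table does either, so such cells may have been removed before deposit.

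The 5-week clusters H, J and L held hormones of more than 1 class, as did the proliferating cluster N, which was not tested for it. Doublets are consistent with the markers other than the hormone: these called for a second class at 27.1% in H, 34.0% in J and 40.1% in L, against 20.8%, 32.8% and 30.3% from the hormone. Most of these marker UMIs came from *Rbp4* in H and L and *Ttr* in J, and without that gene the shares were 24.1%, 40.8% and 35.4%. A cell that expresses both programmes would give the same shares, so it stays open. The median Scrublet score, 0.184 against at most 0.0793 in any cluster with 1 hormone, does not separate them, since simulated doublets resemble such cells. Median UMIs were 4079 in H and 4228 in J, below the sums of the class medians of 5559.5 and 6207, and 2893 in L against 2884. The WT table cannot serve as a control, since the authors removed such cells from it. *Ppy* and *Pyy* were also among the leading genes of L, and whether PP cells are among its cells was not tested.

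The difference between the alpha-like clusters at 5 weeks was shared in part with that between the WT alpha-like clusters, with a Spearman rho of 0.409 across 1797 genes, which are not independent replicates; no threshold had been set for it. The log2 ratio of the stress-led over the other cluster was 2.31 in WT and 2.26 at 5 weeks for *Atf3*, and 1.36 and 1.61 for *Jun*. For *Ins1* it was 0.033 (-0.011 to 0.076) in WT and -0.33 (-0.39 to -0.27) at 5 weeks, and for *Ins2* -0.031 and -0.31. The level of insulin transcripts thus differed between these clusters at 5 weeks and hardly in WT. In UMIs per droplet, *Ins2* at 5 weeks was at 66.1 in A and 76.4 in C. It was at 78.6 in the delta-like D and 234 in the endothelial-like K, so free RNA could account for the insulin transcripts of A and C. The stress transcripts are consistent with a stress response that is also present without Taf4 inactivation, from the animals or from dissociation, and leave open whether cells that began as beta cells are among them.

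*Taf4* had 78 UMIs in WT and 76 at 5 weeks in beta-like cells, a log2 ratio of -0.58 (-1.06 to -0.11). Reads at the 3′ end that lie outside the deleted exons could keep the count up, and counts per gene cannot tell this apart from cells that kept the gene.

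The lowest log2 ratios of 5 weeks over WT in beta-like cells were those of the sex-linked *Xist* (-10.98), *Muc4* (-6.59), *Trpm5* (-6.49), *Slc2a2* (-6.37) and *Cib3* (-5.67), and the highest those of *AY036118* (4.54), *Vgf* (3.83), *Hist1h4c* (3.21), *Cdkn1a* (3.17) and *Slc5a3* (3.07), among 8840 genes. Among 5202 genes in alpha-like cells, the lowest were those of *Reg2* (-3.49), *Pla2g1b* (-3.36), *Klk1* (-3.31), *Ins1* (-3.05) and *Sycn* (-2.96). The highest among the 5202 genes were those of *AY036118* (4.71), *Mlf1* (2.75), *Hmgb2* (2.34), *Ezr* (2.29) and *Rnd3* (2.27). No free RNA was subtracted from these ratios, so they need not be changes within alpha-like cells. *Sycn* was a leading gene of the acinar-like WT cluster, and no 5-week cluster was acinar-like. The share of *Ins1* among insulin UMIs of alpha-like cells, given below, lay near that of the beta-like cells of the same library. *Xist* had 4799 UMIs in WT and 0 at 5 weeks in alpha-like cells. It was not ranked there, since at least 3 UMIs were required in each library.

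The share of *Ins1* among *Ins1* and *Ins2* UMIs was 25.5% (25.2 to 25.8) in the alpha-like WT cluster B against 26.0% in beta-like cells, and 3.56% (3.46 to 3.67) in the alpha-like 5-week cluster A, 4.63% (4.47 to 4.80) in the endothelial-like K and 8.91% (8.67 to 9.15) in N against 3.81%. In the 1-week library it was 5.21% (4.96 to 5.47) in the alpha-like E and 10.9% (10.2 to 11.7) in J against 7.20% in beta-like cells, where it ranged from 1.92% (1.89 to 1.95) in C to 10.8% (10.8 to 10.9) in F.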
